# Ras-ERK-ETS inhibition alleviates neuronal mitochondrial dysfunction by reprogramming mitochondrial retrograde signaling

**DOI:** 10.1371/journal.pgen.1007567

**Published:** 2018-07-30

**Authors:** Olivia F. Duncan, Lucy Granat, Ramya Ranganathan, Vandana K. Singh, David Mazaud, Manolis Fanto, David Chambers, Clive G. Ballard, Joseph M. Bateman

## Abstract

Mitochondrial dysfunction activates the mitochondrial retrograde signaling pathway, resulting in large scale changes in gene expression. Mitochondrial retrograde signaling in neurons is poorly understood and whether retrograde signaling contributes to cellular dysfunction or is protective is unknown. We show that inhibition of Ras-ERK-ETS signaling partially reverses the retrograde transcriptional response to alleviate neuronal mitochondrial dysfunction. We have developed a novel genetic screen to identify genes that modify mitochondrial dysfunction in *Drosophila*. Knock-down of one of the genes identified in this screen, the Ras-ERK-ETS pathway transcription factor Aop, alleviates the damaging effects of mitochondrial dysfunction in the nervous system. Inhibition of Ras-ERK-ETS signaling also restores function in *Drosophila* models of human diseases associated with mitochondrial dysfunction. Importantly, Ras-ERK-ETS pathway inhibition partially reverses the mitochondrial retrograde transcriptional response. Therefore, mitochondrial retrograde signaling likely contributes to neuronal dysfunction through mis-regulation of gene expression.

## Author summary

Loss of mitochondrial function activates the mitochondrial retrograde signaling pathway resulting in large scale changes in nuclear gene transcription. Very little is known about retrograde signaling in the nervous system and how the transcriptional changes affect neuronal function. Here we identify Ras-ERK-ETS signaling as a novel mitochondrial retrograde signaling pathway in the *Drosophila* nervous system. Inhibition of Ras-ERK-ETS signaling improves neuronal function in *Drosophila* models of mitochondrial disease. Targeting Ras-ERK-ETS signaling may therefore have therapeutic potential in mitochondrial disease patients. Using a transcriptomic approach, we find that inhibition of Ras-ERK-ETS signaling partially reverses the mitochondrial retrograde transcriptional response. Surprisingly therefore, the mitochondrial retrograde transcriptional response contributes to neuronal dysfunction.

## Introduction

The use of ATP as a universal currency of energy transfer makes this molecule essential for life. ATP is generated either by glycolysis in the cytosol, or through the action of the tricarboxylic acid (TCA) cycle and β-oxidation of fatty acids coupled to oxidative phosphorylation (OXPHOS) in mitochondria. The mitochondrial electron transport chain (ETC) couples the transfer of electrons to the pumping of protons into the inter-membrane space [1]. This creates a membrane potential (ΔΨ), which is used by the mitochondrial ATP synthase to convert ADP to ATP [2]. Under normal aerobic conditions mitochondria use OXPHOS to generate the majority of cellular ATP. Mitochondria also metabolize fatty acids, synthesize amino acids, buffer cellular calcium ions (Ca^2+^), produce the majority of cellular reactive oxygen species, synthesise iron-sulphur clusters and mediate programmed cell death.

Mitochondria are abundant in almost every cell type and are particularly important in the nervous system. During nervous system development neural stem cell progenitors use mainly glycolytic metabolism, but upon differentiation into neurons switch to become dependent on OXPHOS for ATP [3, 4]. Mature neurons must maintain their membrane potential through the action of ATP dependent sodium potassium pumps and so are vitally dependent on mitochondrial function. Failure of mitochondria and breakdown of the cellular power supply can lead to human disease [5, 6]. Primary mitochondrial diseases are caused by mutations in mitochondrial genes, either in the nuclear or mitochondrial genome [7]. These diseases are rare, but can be severe and debilitating, often affecting the nervous system or muscle. The mitochondrial disease Leigh syndrome, caused by mutations in subunits of mitochondrial ETC complex I or IV, causes degeneration of the nervous system and death in infants [8].

Mitochondrial dysfunction is also strongly implicated in neurodegenerative diseases and may be a common pathway in Alzheimer’s disease, Parkinson’s disease, Amyotrophic lateral sclerosis and Huntington’s disease [9]. Reduced mitochondrial ETC complex I activity in the substantia nigra pars compacta is a hallmark of Parkinson’s disease and toxins that inhibit complex I cause dopaminergic neuron cell death and parkinsonian phenotypes in humans and rodent models [10–14]. Moreover, mutations in two genes involved in mitochondrial quality control, *PINK1* and *Parkin*, cause familial Parkinson’s disease [15]. There is also evidence supporting a role for mitochondrial dysfunction in Alzheimer’s, as patients have been shown to have mitochondrial ETC complex IV and V deficits and mitochondrial DNA mutations have been associated with this disease [16–20].

Cells respond to changes in mitochondrial function by altering nuclear gene expression, a process known as mitochondrial retrograde signaling [21–23]. The mechanism of retrograde signaling varies depending on the organism and cell type. In yeast the retrograde response is triggered by decreased glutamate, whose synthesis is reduced due to failure of the TCA cycle to synthesise α-ketoglutarate, the precursor of glutamate [24]. This retrograde signaling pathway culminates in the partial dephosphorylation of the transcription factor Rtg3 which, together with its binding partner Rtg1, relocalises to the nucleus to activate gene expression [25]. In other contexts, mitochondrial dysfunction can trigger a retrograde signaling pathway known as the mitochondrial unfolded protein response (UPR^mt^). When activated, the UPR^mt^ induces the expression of nuclear encoded mitochondrial chaperone proteins and proteases [26]. In *C*. *elegans*, activating transcription factor associated with stress-1 (ATFS-1) is normally localised to mitochondria, but upon mitochondrial dysfunction a fraction of ATFS-1 localises to the nucleus where it regulates the expression of UPR^mt^ genes [27, 28].

*ATFS-1* is not conserved in mammals and the *RTG* genes are not present in metazoans, but analogous retrograde signaling pathways have been identified that enable mitochondria to reprogram nuclear gene expression [29, 30]. Transcriptional studies have shown that mitochondrial dysfunction elicits large scale changes in nuclear gene expression in diverse cell types in a range of model systems [22, 23, 31]. However, the molecular basis of mitochondrial signaling is still poorly understood, particularly in the nervous system [29, 30]. Importantly, it is not known whether the retrograde transcriptional response contributes to mitochondrial dysfunction phenotypes or is protective. To address these questions, we performed a genetic screen and identified 30 genes that modify mitochondrial dysfunction in the *Drosophila* wing, implicating several new pathways in the mitochondrial retrograde response. Manipulation of one of the identified pathways, Ras-ERK-ETS signaling, also alleviates the effects of mitochondrial dysfunction in the *Drosophila* nervous system. Transcriptomic and functional analyses suggest that mitochondrial retrograde signaling is reversed and transcriptionally reprogrammed by Ras-ERK-ETS inhibition to restore neuronal function.

## Results

### Knock-down and overexpression of TFAM cause mitochondrial dysfunction and activate mitochondrial retrograde signaling in the *Drosophila* wing

Mitochondrial retrograde signaling is activated in response to mitochondrial dysfunction. To induce mitochondrial dysfunction, we manipulated the expression levels of the mitochondrial DNA binding protein/transcription factor TFAM. TFAM expression is essential for mitochondrial DNA maintenance (S1A Fig) and gene expression, but overexpression of TFAM in mice and human cells also causes reduced mitochondrial gene transcription and mitochondrial dysfunction [32–35]. In *Drosophila*, both ubiquitous TFAM knock-down (S1B–S1E Fig) or TFAM overexpression [36] cause reduced mitochondrial gene expression and lethality at the larval stage. To develop a rapid, genetically modifiable assay for mitochondrial dysfunction in vivo we tested TFAM knock-down or TFAM overexpression in the wing using *MS1096-Gal4*. Strong TFAM overexpression in the wing causes late pupal lethality, while weak TFAM overexpression or TFAM knock-down (using several independent RNAi transgenes) results in a curved adult wing phenotype (Fig 1B, S1F, S1G, S1J–S1L Fig). Importantly, the TFAM knock-down curved wing phenotype is enhanced by heterozygosity for a loss-of-function mutation in *TFAM* (*TFAM*^*c01716*^) (Fig 1C, S1H Fig) and almost completely rescued by co-expression of TFAM (S1M–S1P Fig), proving that this RNAi phenotype is a result of reduced TFAM expression. Although neither TFAM knock-down or overexpression change ATP levels (S2A–S2K Fig), or reactive oxygen species (ROS) (S2L–S2S Fig) in the developing wing, both cause reduced mitochondrial numbers and increased apoptosis (Fig 1D–1G, S2T–S2X Fig).

**Fig 1:**
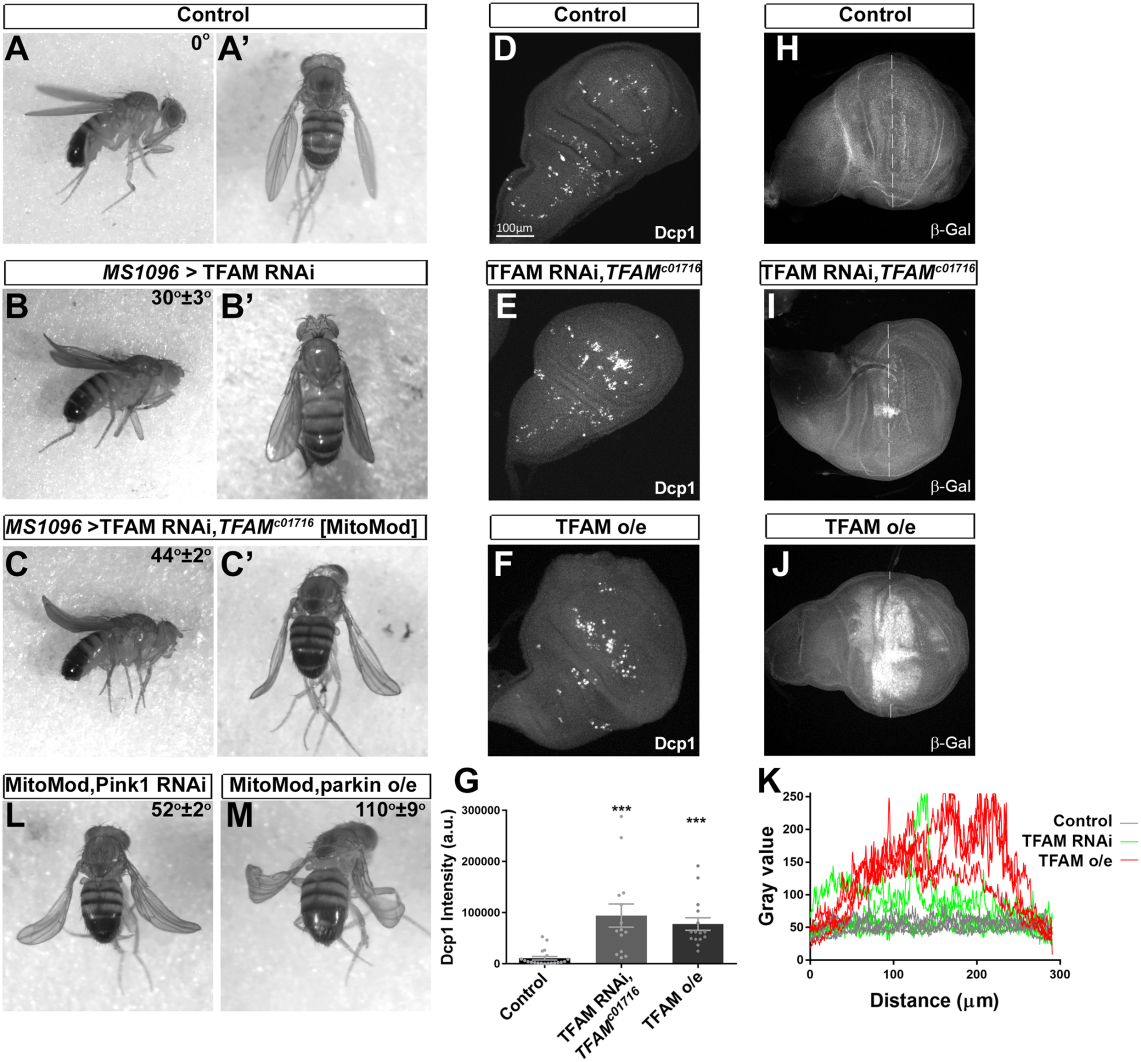
Knock-down of TFAM in the wing causes a mitochondrial dysfunction sensitised phenotype. (A) A control male fly hemizygous for *MS1096-Gal4* has straight wings. (B) Knock-down of TFAM (4217R-1) in the dorsal compartment of the wing using *MS1096-Gal4* causes a slightly curved wing in male flies. (C) Knock-down of TFAM (4217R-1) using *MS1096-Gal4* in a male fly heterozygous for *TFAM*^*c01716*^ enhances the wing curve to approximately 45°. (D-F) Compared to a wing disc from a control larva hemizygous for *MS1096-Gal4* (D), cleaved *Drosophila* effector caspase (Dcp1) expression is increased by knock-down of TFAM (4217R-1) in a *TFAM*^*c01716*^ heterozygous background (E) and by TFAM overexpression (F) in the dorsal compartment of the wing disc where *MS1096-Gal4* expression is highest. (G) Quantification of Dcp1 expression. (H-J) β-Gal antibody staining for *Thor-lacZ* expression in a wing disc from a control larva hemizygous for *MS1096-Gal4* (H), or with knock-down of TFAM (4217R-1) in a *TFAM*^*c01716*^ heterozygous background (I), or TFAM overexpression (J). (K) β-Gal staining intensity (gray value) along a line placed across the dorsal compartment (dashed lines in H-J) for four wing discs for each condition. Data are represented as mean +/- SEM, ***p≤0.001. (L,M) Knock-down of Pink1 (JF01672) (L), or overexpression of parkin (M), enhances the curved wing phenotype in MitoMod flies. Average wing tip angles (n = 3–4) ± S.D are shown, Pink1 knock-down and parkin overexpression phenotypes are significantly different to the MitoMod control (p<0.01).

We previously showed that the gene *Thor*, encoding the eukaryotic initiation factor 4E binding protein (4E-BP), is a mitochondrial retrograde signaling response gene in neurons [36]. Both knock-down and overexpression of TFAM in the wing imaginal disc cause increased *Thor* expression (Fig 1H–1K). TFAM overexpression causes a strong increase in *Thor* expression throughout and beyond the dorsal compartment, while TFAM knock-down causes increased *Thor* expression in discreet patches within the dorsal compartment (Fig 1H–1K). As a result, using qRT-PCR from whole wing discs we could only detect increased *Thor* expression, or increased expression of the mitochondrial unfolded response pathway target gene *Hsp22* [37] with TFAM overexpression (S2Y and S2Z Fig). These data show that mitochondrial dysfunction caused by TFAM knock-down and TFAM overexpression activate mitochondrial retrograde signaling in the wing.

In order to perform a genetic screen for modifiers of mitochondrial retrograde signaling, flies were generated that stably express the TFAM RNAi transgene, together with the *TFAM*^*c01716*^ mutation, in the wing. These flies, referred to as ‘MitoMod’ for ‘Mitochondrial Modifier’, have a distinctive ~45° curve at the tip of the wing (Fig 1C). To test the sensitivity of MitoMod flies to mitochondrial perturbation they were crossed to lines carrying RNAi or overexpression transgenes for genes associated with familial Parkinson’s disease that have mitochondrial associated functions. Transgenes that cause a wing phenotype when expressed on their own were excluded to avoid additive effects (S1 Table). Overexpression or knock-down of *Pink1*, overexpression of *parkin*, knock-down of *Lrrk* and overexpression and knock-down of *DJ-1α* and *DJ-1β* all enhance the MitoMod wing phenotype (Fig 1L and 1M, S3 Fig and S1 Table). Therefore, the MitoMod wing phenotype provides a sensitised background for identifying mitochondrial retrograde signaling genes *in vivo*.

### A genetic screen for genes that modify mitochondrial retrograde signaling identifies Aop

MitoMod flies were used to perform a genetic modifier screen of 646 RNAi lines, targeting 579 genes (Fig 2A). This RNAi collection was enriched for lines that target genes expressed in the nervous system and genes encoding chromatin remodelling factors (S2 Table). RNAi lines that cause a phenotype when expressed alone in the wing were excluded (S2 Table), to avoid additive effects with the MitoMod wing phenotype. Stringent criteria were used to identify interacting genes: only RNAi lines that caused a strong reproducible enhancement or suppression, which was also replicated by an independent RNAi line targeting the same gene were classed as hits. 25 genes were identified that enhance the MitoMod wing phenotype (Fig 2F–2I, S3 Table). Gene ontology (GO) analysis shows that these genes are involved in a range of biological processes and functions (Fig 2J, S3 Table). Five genes were identified that suppress the MitoMod phenotype (Fig 2C–2E, S4 Table). The suppressor genes function in chromatin remodelling or transcriptional regulation (Fig 2K, S4 Table). Overall, the variety in function of genes identified in the screen is consistent with the multifunctional cellular roles of mitochondria.

**Fig 2:**
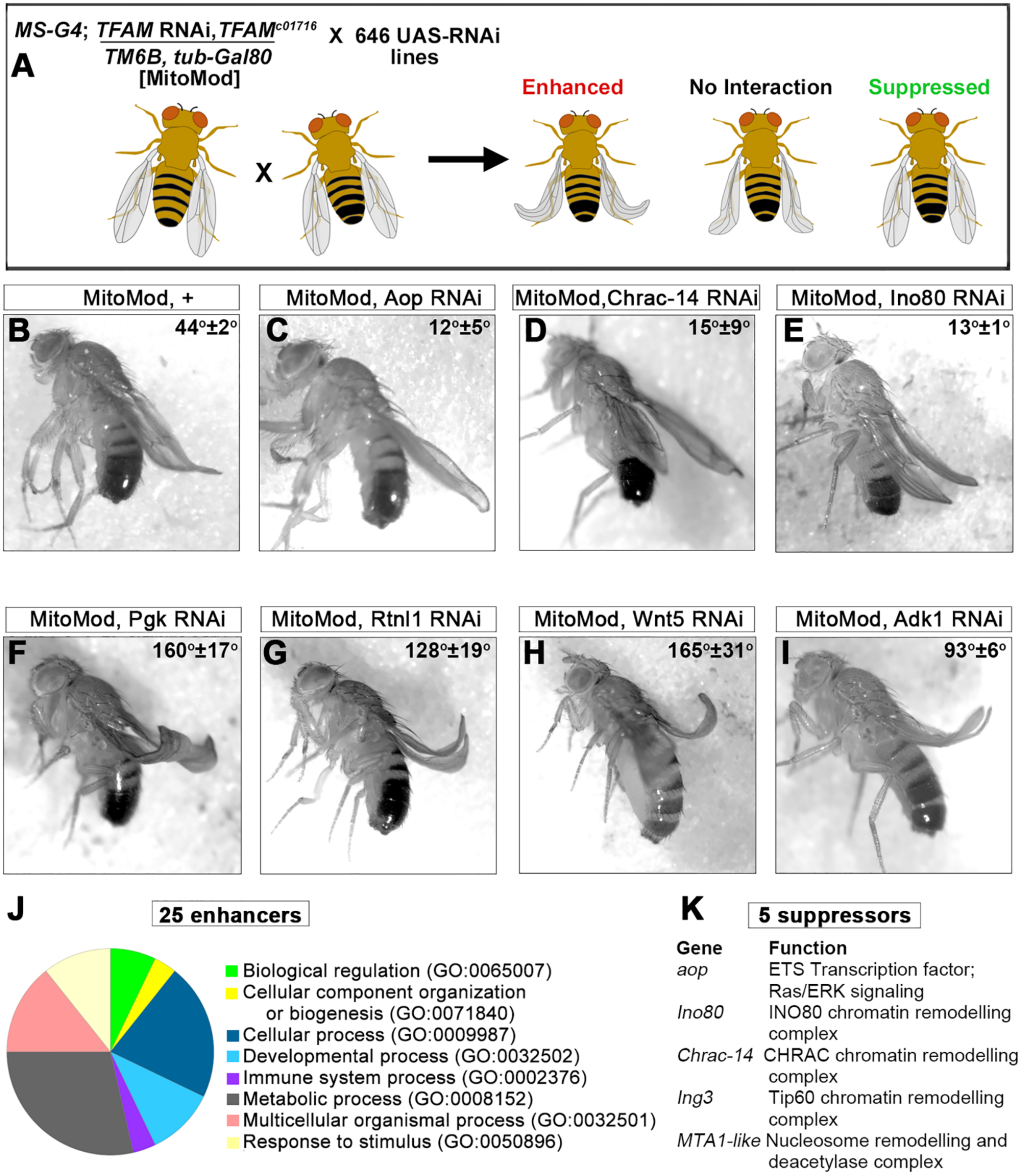
A genetic modifier screen for the cellular response to mitochondrial dysfunction. (A) Schematic of the genetic screen methodology, see text for details. (B) Knock-down of TFAM (4217R-1) in a mutant *TFAM*^*c01716*^ heterozygous background in MitoMod flies causes a 45° curve at the wing tip. (C-E) Knock-down of Anterior open (Aop, 3166R-1) (C), chromatin assembly complex 15kDa protein (Chrac-14; 13399R-6) (D) and INO80 complex subunit (Ino80; GL00616) (E) suppress the MitoMod phenotype. (F-I) Knock-down of phosphoglycerate kinase (Pgk; 110081) (F), Reticulon-like 1 (Rtnl1; 110545) (G), Wnt oncogene analog 5 (Wnt5; 101621) (H) and Adenylate kinase 1 (Adk1; GL00177) (I) enhance the MitoMod phenotype. Average wing tip angles (n = 3–4) ± S.D are shown, all modifier gene wing angles are significantly different to the MitoMod control (p<0.01). (J) Pie chart showing the GO biological process of the genes which enhance the MitoMod phenotype. (K) Genes which suppress the MitoMod phenotype.

To test whether suppression of the mitochondrial dysfunction phenotype in the adult wing reflects reduced apoptosis, cleaved *Drosophila* effector caspase (Dcp-1) expression was analysed in the wing during development. Knock-down of TFAM in the wing causes increased Dcp-1 expression, but this is reduced to control levels by knock-down of the suppressors identified in the screen Aop, Ino80, Chrac-14, Ing3 and MTA1-like (S4A–S4I Fig). Moreover, knock-down of Aop or Ino80 suppress the increase in apoptosis caused by TFAM overexpression (S4J Fig). These data show that suppression of the adult wing phenotype in MitoMod flies reflects a reduction in apoptosis.

### Inhibition of Ras-ERK-ETS signaling improves function in neurons with a mitochondrial deficit

The effects of mitochondrial dysfunction are particularly acute in the nervous system and manipulation of retrograde signaling may be a potential strategy to alleviate these effects. We aimed to use the wing screen to identify genes involved in mitochondrial retrograde signaling in the nervous system. Aop (anterior open, also known as Yan), one of the suppressor genes identified (Fig 2K), is an E-twenty six (ETS) transcription factor and a target of the highly conserved Ras-ERK (mitogen-activated protein kinase (MAPK)) pathway. Treatment of cultured neuronal cells with the mitochondrial uncoupler carbonyl cyanide p-(trifluoromethoxy) phenylhydrazone (FCCP) causes aberrant ERK activation [38]. We therefore hypothesised that Ras-ERK signaling is mis-regulated by mitochondrial dysfunction in the nervous system and that manipulation of Ras-ERK signaling would modify the effects of neuronal mitochondrial dysfunction.

TFAM knock-down in the wing causes similar but weaker effects to TFAM overexpression (S1J–S1L Fig). We have previously shown that TFAM overexpression in motor neurons causes a dramatic reduction in pre-synaptic tetramethylrhodamine methyl ester (TMRM) positive and mitochondrial-GFP labelled mitochondrial number and volume and a robust adult climbing phenotype [36]. Overexpression of TFAM in neurons with *D42-Gal4* also causes a failure of wing inflation in approximately 50% of flies, due to dysfunction of the CCAP neurons that release the neuropeptide bursicon, which activates wing inflation (S5L–S5N Fig) [36]. TFAM knock-down in motor neurons also causes a reduction in mitochondrial volume and reduced adult climbing, but these phenotypes are much weaker than with TFAM overexpression (S5A–S5G Fig) and TFAM knock-down does not affect wing inflation. We therefore used TFAM overexpression as a model to test whether targeting Ras/ERK signaling modifies the effects of mitochondrial dysfunction in neurons. Consistent with the suppressive effect in the screen, knock-down of Aop in neurons (using a validated RNAi transgene (S5H–S5K Fig)) suppresses the TFAM overexpression climbing and wing inflation phenotypes (Fig 3A and 3B). Furthermore, knock down of the Ras-ERK pathway components Downstream of raf1 (Dsor; MAPK) or the MAPK Rolled (Rl; MAPK kinase) both suppressed the TFAM overexpression climbing and wing inflation phenotypes (S5O–S5V Fig), confirming that inhibition of Ras-ERK signalling alleviates the effects of neuronal mitochondrial dysfunction.

**Fig 3:**
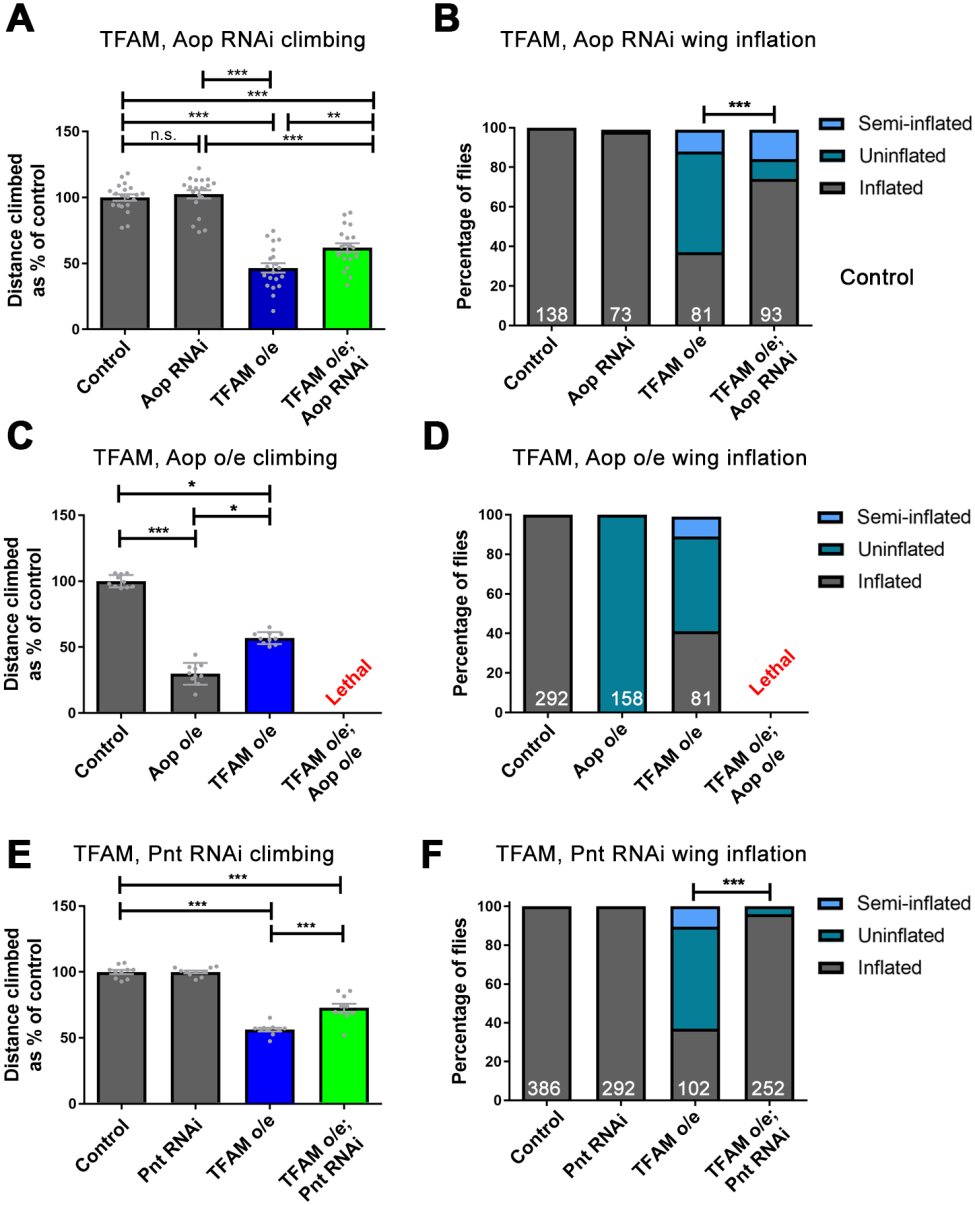
Knock-down of Aop and Pnt suppress the mitochondrial dysfunction phenotype in neurons. (A,B) Knock-down of Aop (3166R-1) suppresses the climbing (A) and wing inflation phenotype (B) caused by overexpression of TFAM using *D42-Gal4*. (C,D) Aop overexpression with *D42-Gal4* causes a severe climbing (C) and wing inflation phenotype (D) and lethality when overexpressed in combination with TFAM. (E,F) Knock-down of Pnt (JF02227) suppresses the climbing (E) and wing inflation phenotype (F) caused by overexpression of TFAM with *D42-Gal4*. Data are represented as mean +/- SEM, *p≤0.05, **p≤0.01, ***p≤0.001. For wing inflation assays the numbers of flies counted for each genotype are shown in white. Controls are *D42-Gal4* hemizygotes.

To test whether increasing Aop affects neuronal function we overexpressed Aop alone in motor neurons, or together with TFAM. Overexpression of Aop in neurons causes a strong climbing deficit and complete failure of wing inflation (Fig 3C and 3D). Moreover, overexpression of Aop and TFAM together causes pupal lethality (Fig 3C and 3D), which is not affected by heterozygosity for the *Ras85D* loss-of-function allele *Ras85D*^*ΔC40B*^, consistent with Aop acting downstream of Ras.

The ETS domain transcription factor pointed (Pnt) is a second target of Ras-ERK signaling in *Drosophila*. To test whether reducing Pnt expression also modifies neuronal mitochondrial dysfunction we used both a validated RNAi targeting Pnt (S6A–S6D Fig) and heterozygosity for a loss-of-function mutation in *pnt* (*pnt*^*Δ88*^). Knock-down of Pnt in motor neurons, or heterozygosity for *pnt*, suppresses the TFAM overexpression climbing and wing inflation phenotypes (Fig 3E and 3F, S6E and S6F Fig). Combining Pnt knock-down with heterozygosity for *Ras85D* causes significantly increased suppression of TFAM overexpression phenotypes compared to either condition alone (S6G and S6H Fig). However, this is not the case for Aop knock-down and *Ras85D*^*ΔC40B*^ (S6I and S6J Fig). Simultaneous knock-down of Pnt and Aop with TFAM overexpression does not significantly improve the climbing phenotype, but significantly improves the wing inflation phenotype compared to TFAM overexpression with Aop knock-down (S6K and S6L Fig). PntP2 overexpression in motor neurons causes a climbing deficit and lethality in combination with TFAM overexpression (S6M Fig), which is not affected by heterozygosity for the *Ras85D* loss-of-function allele *Ras85D*^*ΔC40B*^, consistent with Pnt acting downstream of Ras. Therefore, reduced expression of the Ras-ERK pathway components Aop and Pnt partially overcomes the damaging effects of mitochondrial dysfunction in motor neurons.

Aop and Pnt are the main transcriptional effectors of the Ras-ERK pathway. To test whether directly activating Ras modulates neuronal activity in neurons with inhibited mitochondrial function we used a constitutively active form of Ras, Ras^V12^. Expression of *Ras85D*^*V12*^ in motor neurons causes lethality with *D42-Gal4* and with *OK371-Gal4*. Knock-down of either Aop or Pnt suppresses the Ras85D^V12^ lethality phenotype (S6N and S6O Fig), while Ras85D^V12^ combined with Aop overexpression is lethal. Therefore, Ras-ERK pathway activation mimics the effects of mitochondrial dysfunction and Aop and Pnt both act as positive regulators of the pathway in motor neurons.

We next looked for direct evidence of Ras-ERK-ETS pathway mis-regulation in neurons caused by mitochondrial dysfunction. Motor neurons overexpressing TFAM were stained with an antibody that recognises the activated (di-phosphorylated) form of ERK (dpERK). dpERK expression is significantly increased in larval motor neurons overexpressing TFAM (Fig 4). Clonal analysis of TFAM overexpression shows that activation of dpERK is both cell autonomous and non-cell autonomous (S6P and S6Q Fig). Therefore, Ras-ERK-ETS signaling is activated in response to mitochondrial dysfunction in *Drosophila* neurons.

**Fig 4:**
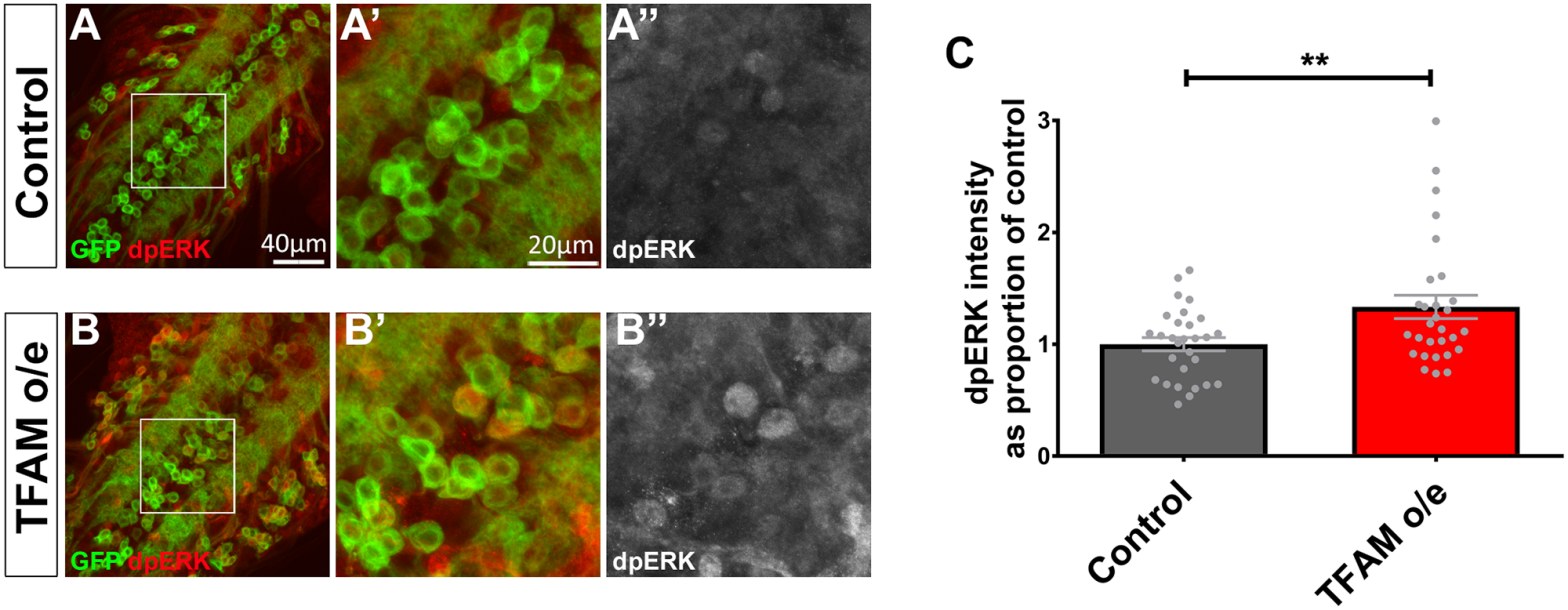
Neuronal mitochondrial dysfunction causes increased dpERK expression. (A) The VNC from a control larva expressing CD8-GFP (green) in motor neurons using *OK371-Gal4* stained for dpERK expression (red in A,A’,B,B’, white in A”, B”). (B) The VNC from a larva overexpressing TFAM using *OK371-Gal4* shows increased dpERK expression in motor neurons. (C) Quantification of dpERK expression in motor neuron cell bodies. Data are represented as mean +/- SEM, **p≤0.01.

### Knock-down of Pnt rescues the active zone phenotype caused by mitochondrial dysfunction

Similar to mitochondrial dysfunction in late larval sensory neurons, which does not affect ATP levels due to a compensatory increase in glycolysis [39], overexpression of TFAM in motor neurons does not alter ATP levels (S7A–S7C Fig). Active zones are the sites of pre-synaptic neurotransmitter release at chemical synapses and are enriched for the protein complexes that regulate synaptic vesicle release and recycling. TFAM overexpression in motor neurons causes altered mitochondrial morphology in the cell body, a dramatic loss of pre-synaptic mitochondria and a reduction in the number of active zones at the larval neuromuscular junction (NMJ) [36]. Therefore, to further investigate how modulation of Ras-ERK-ETS signaling affects neuronal mitochondrial dysfunction we focused on the synaptic compartment. Neither knock-down of Aop or Pnt affects the severe loss of pre-synaptic mitochondria caused by TFAM overexpression (Fig 5A–5F. S7D and S7E Fig), suggesting that Ras-ERK-ETS pathway inhibition does not alter the primary mitochondrial defect. Knock-down of Aop does not rescue the active zone phenotype caused by TFAM overexpression, but Aop knock-down alone causes a reduction in active zone number (S7F Fig), complicating the interpretation of this result. However, knock-down of Pnt fully rescues the active zone phenotype caused by TFAM overexpression (Fig 5G and 5K). These data show that Ras-ERK-ETS pathway inhibition does not affect the primary mitochondrial defect, but modifies the active zone phenotype caused by neuronal mitochondrial dysfunction.

**Fig 5:**
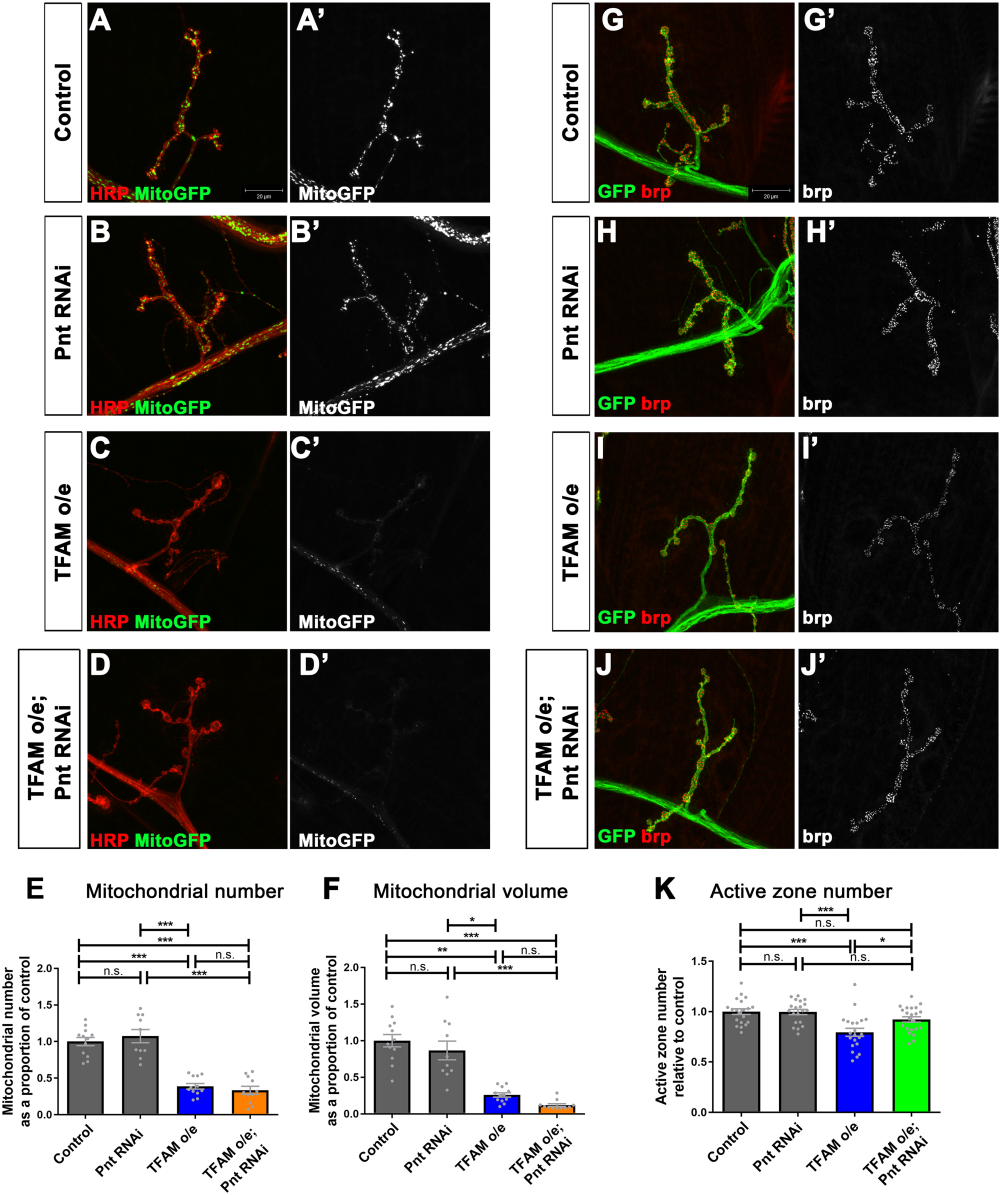
Knock-down of Pnt rescues the reduction in active zones caused by mitochondrial dysfunction. (A-D) Segment A3, muscle 4 NMJ in late third instar larvae from control (A), or with Pnt RNAi (JF02227) (B), TFAM overexpression (C), Pnt RNAi (JF02227) and TFAM overexpression (D) in motor neurons using *OK371-Gal4*. Motor neuron specific expression of mitoGFP (green in (A-D) and white in (A’-D’)) was used to visualise mitochondria and staining for horse radish peroxidase (red) to visualise neuronal membranes. (E,F) Quantification of mitochondrial number (E) and volume (F). (G-J) Segment A3, muscle 4 NMJ in late third instar larvae from control (G), Pnt RNAi (JF02227) (H), TFAM overexpression (I), or Pnt RNAi (JF02227) and TFAM overexpression (J) in motor neurons using *OK371-Gal4*. Expression of CD8-GFP (GFP, green) is used to visualise neuronal membranes and brp staining (red in G-J and white in G’-J’) to visualise active zones. (K) Quantification of active zone number. Data are represented as mean +/- SEM, n.s. not significant, *p≤0.05, **p≤0.01, ***p≤0.001. Controls are *OK371-Gal4* hemizygotes.

### Inhibition of Ras-ERK-ETS signaling improves function in *Drosophila* models of mitochondrial disease and Parkinson’s

Mitochondrial dysfunction in humans causes rare primary mitochondrial diseases and is also associated with more common neurodegenerative diseases, including Parkinson’s. We hypothesised that targeting the retrograde response, through inhibition of Ras-ERK-ETS signaling, would be beneficial in *Drosophila* models of human disease associated with mitochondrial dysfunction. To test this we used pan-neuronal (*nSyb-Gal4*) knock-down of the OXPHOS complex IV subunit Surf1, a model for the primary mitochondrial childhood encephalomyelopathy Leigh syndrome, and *park*^*25*^ homozygous mutant flies, a model for familial Parkinson’s disease [36, 40, 41]. dpERK expression is increased in the ventral nerve cord (VNC) by pan-neuronal knock-down of Surf1, but not in *park*^*25*^ homozygous larvae (S7G and S7H Fig), possibly because of the mild effect of loss of Parkin in neurons. Knock-down of Aop, knock-down or heterozygosity for *pnt* all suppress the severe climbing phenotype and rescue the wing inflation defect caused by pan-neuronal knock-down of Surf1 (Fig 6A–6D, S8A and S8B Fig). Knock-down of Aop does not significantly improve climbing in the *park*^*25*^ mutant (S8C Fig). However, heterozygosity for *pnt* does suppress the climbing phenotype in *park*^*25*^ mutant flies (Fig 6G). To test whether the beneficial effects in these two models are specific to reduced Aop and Pnt expression, or a general property of Ras-ERK-ETS pathway inhibition, we used a loss-of-function allele of *Ras85D* (*Ras85D*^*ΔC40B*^). Heterozygosity for *Ras85D* suppresses the climbing and wing inflation defects caused by knock-down of Surf1 (Fig 6E and 6F) and the climbing deficit in *park*^*25*^ homozygous flies (Fig 6H). Thus, targeting the retrograde response, through inhibition of Ras-ERK-ETS signaling, improves function in two independent models of human disease caused by mitochondrial dysfunction.

**Fig 6:**
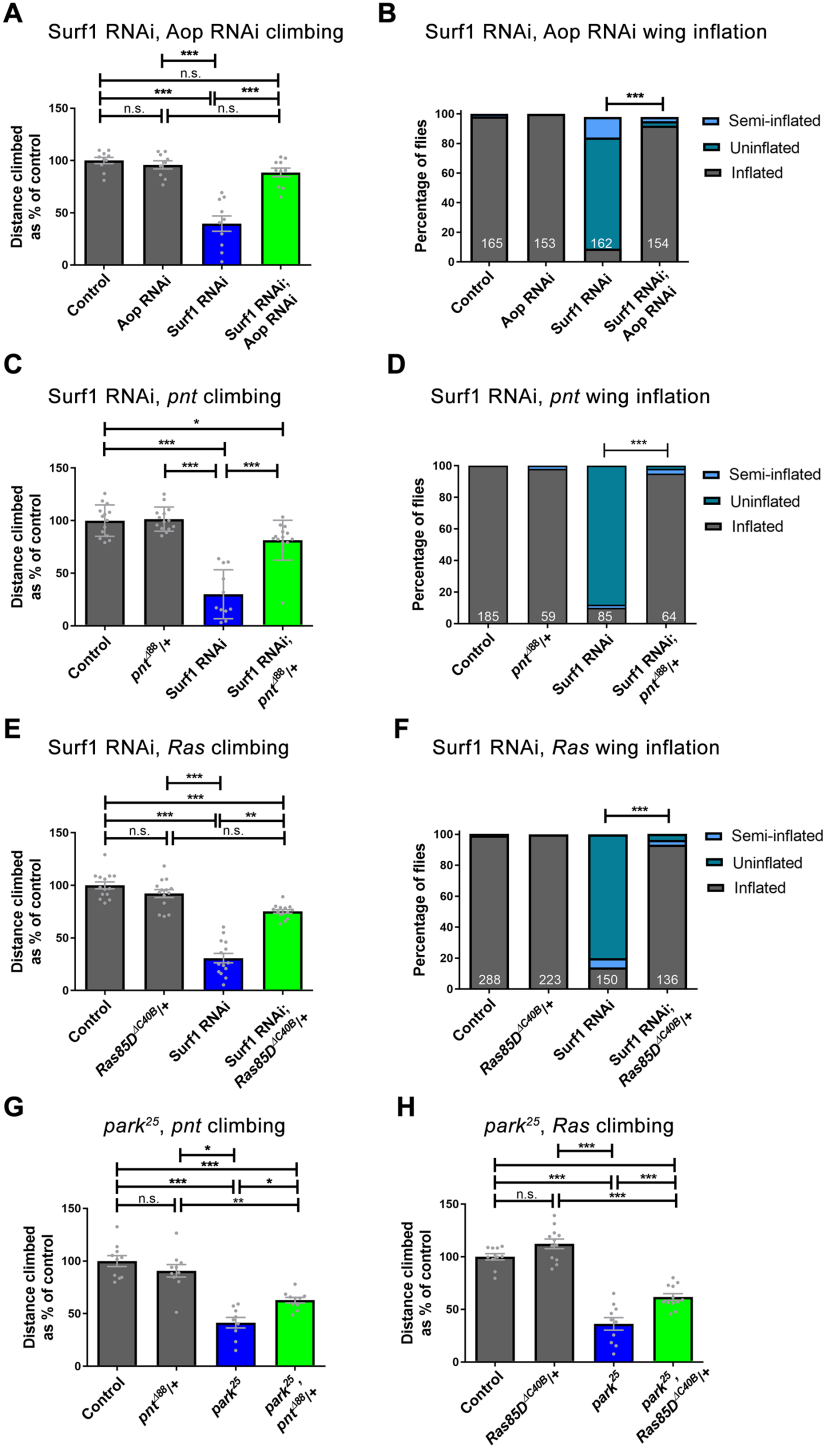
Inhibition of Ras-ERK-ETS signaling improves function in *Drosophila* models of mitochondrial disease and Parkinson’s. (A,B) Knock-down of Aop (3166R-1) suppresses the climbing (A) and wing inflation phenotype (B) caused by pan-neuronal knock-down of Surf1 with *nSyb-Gal4*. (C,D) Heterozygosity for *pnt* (*pnt*^*Δ88*^) suppresses the climbing (C) and wing inflation phenotype (D) caused by knock-down of Surf1 with *nSyb-Gal4*. (E,F) Heterozygosity for *Ras85D* (*Ras85D*^*ΔC40B*^) suppresses the climbing (E) and wing inflation phenotype (F) caused by knock-down of Surf1 with *nSyb-Gal4*. Controls are *nSyb-Gal4* hemizygotes. (G,H) Heterozygosity for *pnt* (G), or *Ras85D* (H) suppresses the climbing phenotype in *park*^*25*^ homozygous flies. Controls are *w*^*1118*^. Data are represented as mean +/- SEM, *p≤0.05, **p≤0.01, ***p≤0.001. For wing inflation assays the numbers of flies counted for each genotype are shown in white.

### Inhibition of Ras-ERK-ETS signaling partially reverses the transcriptional response to neuronal mitochondrial dysfunction

Mitochondrial dysfunction transcriptionally reprograms cells by altering nuclear gene expression [22, 29]. It is not known whether this transcriptional reprogramming is protective or damaging. Ras-ERK-ETS pathway inhibition could benefit neurons either by enhancing the retrograde transcriptional response, or by reversing the expression of genes that are mis-regulated in response to mitochondrial dysfunction. To understand the mechanism by which Ras-ERK-ETS signaling alleviates the effects of neuronal mitochondrial dysfunction, we performed transcriptomic analysis using central nervous system (CNS) tissue from larvae with pan-neuronal TFAM overexpression, Pnt knock-down, Aop knock-down, or TFAM overexpression combined with Pnt or Aop knock-down. 

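TFAM, the mitochondrial transcription factor overexpressed in neurons to disturb mitochondria, had a level of 10.58 ± 0.15 (SD, n = 3) in control CNS and of 12.08 ± 0.04 (SD, n = 3) with TFAM overexpression. This is a log2 fold change of 1.50 (standard error 0.17, adjusted p = 0.000166 from limma). The probe set of pnt, the ETS transcription factor targeted by Pnt RNAi, was higher in the arrays labelled Pnt RNAi (9.49 ± 0.16, SD, n = 3) than in the control (8.44 ± 0.42, SD, n = 3), with a log2 fold change of 1.05 (standard error 0.19, adjusted p = 0.017 from limma). This call was lost with 4 of the 6 arrays left out in turn, at a limma adjusted p of up to 0.121. In the arrays labelled TFAM o/e, Pnt RNAi it was 9.21 ± 0.06 (SD, n = 3). The probe set of aop, which encodes the ETS repressor Yan, was 10.70 ± 0.19 (SD, n = 3) in the arrays labelled Aop RNAi and 10.68 ± 0.05 (SD, n = 3) in the control, a log2 fold change of 0.03 (standard error 0.16, limma adjusted p = 0.995). Whether these probe sets lie in the part of each transcript matched by the RNAi hairpins is not known here. The genotypes are therefore named as the arrays are labelled, and each direction given for Pnt RNAi or Aop RNAi rests on those labels. The pigmentation genes y and v, which serve as markers of the insertions of the JF series of RNAi lines, rose in the arrays labelled Pnt RNAi, by 5.93 (standard error 0.27, limma adjusted p = 2.01e-10) for y and by 3.20 (standard error 0.34, adjusted p = 5.17e-05) for v on the log2 scale, or by 5.79 and 2.58 with signals under 32 (log2 5) set to 32. In that setting y was also higher than in the control in the arrays labelled TFAM o/e, Aop RNAi, by 1.67 (limma adjusted p = 0.0179). In those labelled Aop RNAi it had a log2 fold change of 1.22 and did not pass (limma adjusted p = 0.154). A rise of y is therefore not particular to the Pnt RNAi arrays, though it was larger there. Each of the 6 genotypes was measured on 3 arrays, each with RNA from the CNS of 20 larvae. The authors processed the arrays with MAS5.0, and the deposited log2 signals were compared here with limma over 18769 probe sets without a filter. The number of arrays limits the precision.

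**Figure D1:**
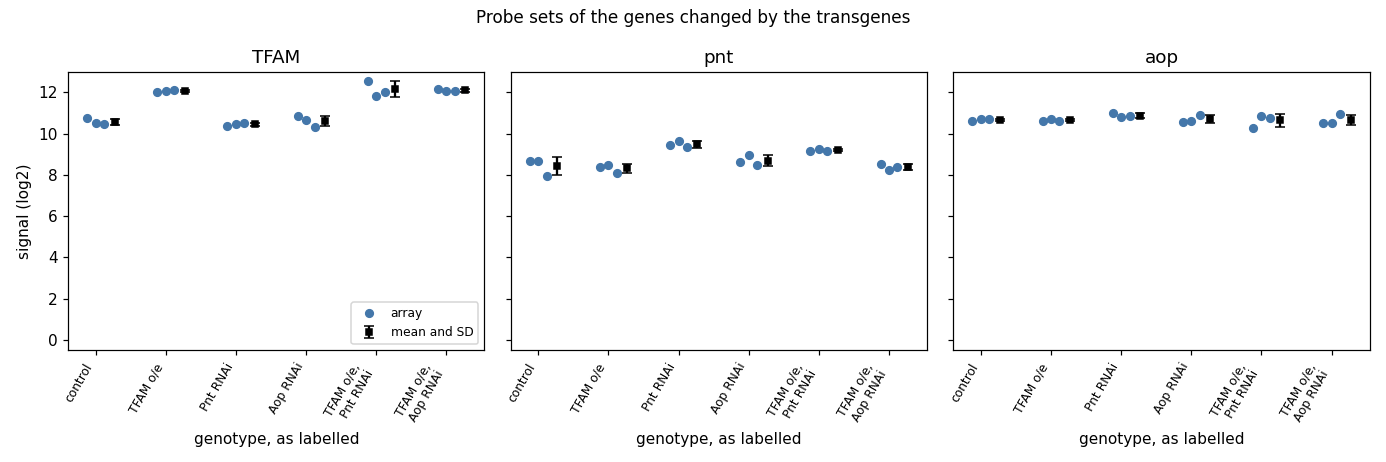
Signal on the log2 scale (vertical axis) of the TFAM, pnt and aop probe sets in each of the 6 genotypes as labelled (horizontal axis). Circles are single arrays and squares with bars are means with the SD (n = 3); TFAM is near 12 in the 3 genotypes with TFAM overexpression, and pnt is highest in the arrays labelled Pnt RNAi.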

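In the CNS of larvae labelled Pnt RNAi, 29 probe sets were higher and 26 were lower than in the control at an adjusted p under 0.05 from limma. Cyp6a17, a cytochrome P450, rose by 5.26 on the log2 scale (standard error 0.67, limma adjusted p = 0.000423). SCAP, the escort protein of the lipid regulator SREBP, fell by 2.27 (standard error 0.23, limma adjusted p = 2.84e-05), and Zip102B, a member of the ZIP family of zinc transporters, fell by 6.56 (standard error 0.55, adjusted p = 2.05e-06). In the arrays labelled Aop RNAi, 16 probe sets were higher and 17 lower. The total of 55 for Pnt RNAi became 20 without Pnt RNAi replicate 3, the total of 33 for Aop RNAi became 19 without Aop RNAi replicate 3, and with only the arrays compared they were 10 and 6. With Aop RNAi Cyp6a17 rose by 6.89 (standard error 0.67, limma adjusted p = 1.77e-05) and Zip102B fell by 6.77 (standard error 0.55, adjusted p = 2.06e-06). Ir76a, an ionotropic receptor, fell by 1.99 (standard error 0.20, limma adjusted p = 2.09e-05) and TTLL4B, of the tubulin tyrosine ligase-like family, fell by 1.29 (standard error 0.16, adjusted p = 0.00043). These calls held with each array left out. Most of the changes named here were smaller or absent in the arrays that also carry TFAM overexpression. Of all calls, however, 30 of the 55 for Pnt RNAi also passed with TFAM o/e, Pnt RNAi against the control. For Aop RNAi 11 of the 33 did so with TFAM o/e, Aop RNAi, and all of these shared calls had the same direction. These comparisons share the control arrays. With TFAM o/e, Pnt RNAi SCAP was at 8.51 (8.61 in the control), Zip102B at 9.06 (9.94) and Cyp6a17 at 3.88 (1.92). With TFAM o/e, Aop RNAi TTLL4B was at 8.74 (8.87 in the control), Zip102B at 9.98 and Cyp6a17 at 3.79. Ir76a did fall there, by 2.00 against the control with signals under 32 set to 32. The control arrays of Cyp6a17 read 0.84 to 3.35 and the knock-down arrays of Zip102B at most 4.06, so the sizes of these changes are not resolved. With signals under 32 (log2 5) set to 32, Cyp6a17 rose by 2.18 with Pnt RNAi (limma adjusted p = 0.0135) and by 3.81 with Aop RNAi (adjusted p = 0.000145), and Zip102B fell by 4.94 with each. Apart from pnt, described above, whose probe set carries no symbol on the platform table and was not matched to the gene lists, none of the 20 probe sets of Ras-ERK-ETS pathway components passed the test in either comparison, nor any when adjusted over the list alone. None of the 18 probe sets of Ras-ERK target genes and feedback inhibitors passed it, and adjusted over the list alone only bnl, which encodes an FGF ligand, was higher with Aop RNAi, by 1.81 (standard error 0.52, limma adjusted p = 0.396 over all probe sets). At the thresholds of the paper's methods, an unadjusted p under 0.05 and a fold change of 1.5, 418 probe sets were higher and 507 lower with Pnt RNAi, and 416 were higher and 415 lower with Aop RNAi. By the p threshold alone there were 1358 and 1076, where chance gives 938. In simulated data with independent noise 659 and 707 unchanged probe sets passed both thresholds. Without control replicate 2 the totals of 925 and 831 became 1490 and 1367. Of the calls for Pnt RNAi 52.7% were higher, and 66.7% after median centring.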

The expression of 606 and 519 genes are significantly altered by knock-down of Pnt and Aop respectively (Fig 7A, S7 Table). 189 genes were regulated by both Pnt and Aop knock-down and the expression of these genes is strongly positively correlated (Fig 7B, S8 Table). These transcriptomic data support our epistasis analysis (S6N and S6O Fig) and are consistent with Pnt and Yan both acting as positive regulators of Ras-ERK-ETS signaling in neurons.

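The arrays labelled Pnt RNAi and Aop RNAi shared 10 probe sets that differed from the control at an adjusted p under 0.05 from limma, all in the same direction. Among them was RFeSP, the Rieske iron-sulphur protein of complex III, for which 1 probe set fell by 3.75 on the log2 scale with Pnt RNAi (standard error 0.23, limma adjusted p = 2.99e-08) and by 4.04 with Aop RNAi (standard error 0.23, adjusted p = 1.62e-08). The fall was not seen with TFAM o/e, Pnt RNAi and TFAM o/e, Aop RNAi, where this probe set was at 8.70 and 8.67, beside 8.85 in the control. The other RFeSP probe set had log2 fold changes of -0.48 and -0.35 and did not pass the test. The transcription factor gene cnc, the homologue of Nrf2, fell by 1.45 and 1.79, and its call with Pnt RNAi was lost with 5 of the 6 arrays left out in turn (limma adjusted p up to 0.151). Testis genes were the list furthest from the control in both, with limma camera adjusted p = 1.35e-13 for Pnt RNAi and 6.61e-14 for Aop RNAi and medians of -1.78 and -2.10. With an estimated correlation these were limma adjusted p = 0.138 and adjusted p = 0.185. No testis probe set of the 30 passed the test alone, and adjusted over the list alone 10 and 12 were lower. Presynaptic genes lay slightly above the control in both, with medians of 0.23 and 0.20 (limma camera adjusted p = 0.000927 and 0.00583, and adjusted p = 0.558 and 0.677 with an estimated correlation), and none of their 59 probe sets passed the test. At the thresholds of the paper's methods 296 probe sets overlapped, 293 in the same direction and 3 in opposite directions. The overlap was 699 without control replicate 2 and 199 without control replicate 3. The correlation of their fold changes was r = 0.77 and rho = 0.93 across probe sets, which are not independent replicates. Independent lists would share 20.5 probe sets in the same direction. Both comparisons use the same control arrays, and 100 simulations with no change in any genotype gave a mean overlap of 148, with 10 as large as the real one. The covariance over all probe sets was 0.324, beside 0.237 in the simulations and 0.05 with different control arrays on each side (range 0.0248 to 0.0861). Part of the overlap may therefore come from the shared control arrays.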

**Fig 7:**
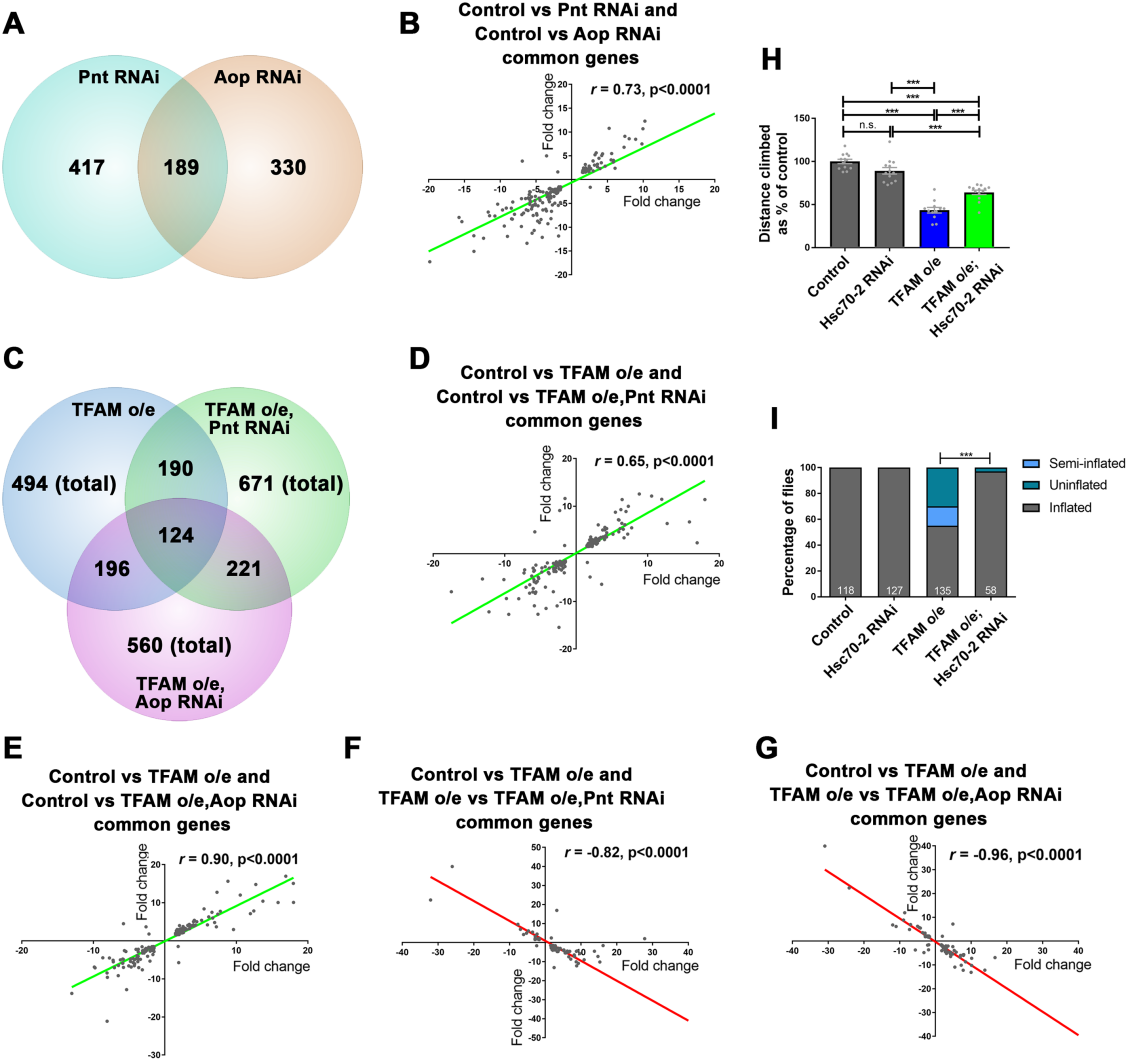
Inhibition of Ras-ERK-ETS signaling partly reverses the transcriptional mis-regulation caused by TFAM overexpression in the nervous system. (A) Numbers of genes that are mis-regulated by Pnt and Aop knock-down versus control. (B) Correlation of expression levels between genes mis-regulated in both Pnt and Aop knock-down conditions. (C) Numbers of genes mis-regulated by TFAM overexpression versus control, TFAM overexpression combined with Pnt knock-down versus control, or TFAM overexpression combined with Aop knock-down versus control. (D) Correlation of expression levels between genes that were mis-regulated in both TFAM overexpression versus control and TFAM overexpression combined with Pnt knock-down versus control conditions. (E) Correlation of expression levels between genes that were mis-regulated in both TFAM overexpression versus control and TFAM overexpression combined with Aop knock-down versus control conditions. (F) Correlation of expression levels between genes that were mis-regulated in both TFAM overexpression versus control and TFAM overexpression versus TFAM overexpression combined with Pnt knock-down conditions. (G) Correlation of expression levels between genes that were mis-regulated in both TFAM overexpression versus control and TFAM overexpression versus TFAM overexpression combined with Aop knock-down conditions. (H,I) Knock-down of Hsc70-2 suppresses the climbing (H) and wing inflation (I) phenotypes caused by TFAM overexpression in motor neurons using *D42-Gal4*. Data are represented as mean +/- SEM, n.s. not significant, ***p≤0.001. For wing inflation assays the numbers of flies counted for each genotype are shown in white.

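With TFAM overexpression, 20 probe sets were higher and 14 lower than in the control at an adjusted p under 0.05 from limma. Ldh, lactate dehydrogenase, had a level of 10.22 ± 0.51 (SD, n = 3) in the control and 11.91 ± 0.16 (SD, n = 3) with TFAM overexpression, a log2 fold change of 1.69 (standard error 0.23, limma adjusted p = 0.00141). A probe set shared by the small heat shock gene Hsp22 and CG4456 rose by 2.67 (standard error 0.25, limma adjusted p = 3.4e-05), while another with the same symbols had a log2 fold change of 0.50 (standard error 0.63, adjusted p = 1). The paper describes Hsp22 as a target gene of the mitochondrial unfolded response. Probe sets with several symbols were not matched to the gene lists, so neither Hsp22 probe set is in the list of mitochondrial chaperones. GstD2, a glutathione S-transferase, rose by 1.28 (standard error 0.25, limma adjusted p = 0.0351). The insulin-like peptide Ilp3 fell by 0.97 (standard error 0.11, limma adjusted p = 0.000286) and Ilp1 fell by 2.14 (standard error 0.39, adjusted p = 0.0241), the latter call being lost with 4 of the 6 arrays left out in turn (adjusted p up to 0.148). None of the 10 probe sets of mitochondrial chaperones passed the test, over all probe sets or adjusted over the list alone: Hsp60A had a log2 fold change of 0.22 (standard error 0.16, limma adjusted p = 0.981) and Hsc70-5 of 0.09 (standard error 0.12, adjusted p = 1). None of the 23 probe sets of the amino acid stress response passed it either, adjusted over the list alone included. Among them Thor, the translation inhibitor 4E-BP, had a log2 fold change of 1.76 (standard error 0.56, limma adjusted p = 0.566). Ring gland genes were higher as a list, with a median of 0.86 over 9 probe sets (limma camera adjusted p = 0.0246, and adjusted p = 0.778 with an estimated correlation), and testis genes were lower, with a median of -1.60 over 30 (camera adjusted p = 1.6e-06, and adjusted p = 0.778 with an estimated correlation). No member of either list passed the test alone, also when adjusted over the list alone. At the thresholds of the paper's methods 769 probe sets differed from the control with TFAM overexpression, 1066 with TFAM o/e, Pnt RNAi and 843 with TFAM o/e, Aop RNAi. Of the 769, 37.8% were higher, and 53.3% after median centring. Without control replicate 2 the first count became 1172. The total of 34 at a limma adjusted p under 0.05 became 16 without TFAM o/e replicate 2, and 2 with only the arrays compared.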

The expression of 494 genes were significantly altered in control versus TFAM overexpression conditions, 671 genes in control versus TFAM overexpression combined with Pnt knock-down and 560 genes in control versus TFAM overexpression combined with Aop knock-down conditions (Fig 7C, S7 Table). 

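Of the 34 probe sets that passed the test with TFAM overexpression against the control, 23 also passed it, in the same direction, with TFAM o/e, Pnt RNAi and 21 with TFAM o/e, Aop RNAi, and none passed it in the opposite direction. Against the control, Ldh rose by 1.59 on the log2 scale with TFAM o/e, Pnt RNAi (standard error 0.23, adjusted p = 0.002 from limma) and by 1.66 with TFAM o/e, Aop RNAi (standard error 0.23, adjusted p = 0.00156). CG15784, a gene of unknown function, rose by 1.99 (standard error 0.21, limma adjusted p = 5.83e-05) and 2.42 (standard error 0.21, adjusted p = 5.13e-06). Ilp3 fell by 1.04 (standard error 0.11, limma adjusted p = 8.68e-05) and 1.38 (standard error 0.11, adjusted p = 3.68e-06). These calls held with each array left out. In all, 36 probe sets were higher and 25 lower with TFAM o/e, Pnt RNAi, and 26 were higher and 17 lower with TFAM o/e, Aop RNAi. With the replicate number as a block, the total of 61 for TFAM o/e, Pnt RNAi became 101, and it was 37 without control replicate 1. For TFAM o/e, Aop RNAi the total of 43 became 25 without replicate 2 of that genotype. With only the arrays compared the totals were 11 and 8. At the thresholds of the paper's methods, the overlap with TFAM overexpression alone held 283 probe sets for each, 36.8% of those changed by TFAM overexpression, and 168 were shared by all 3 comparisons. Without control replicate 2 these overlaps held 552 and 560. Of the 283, 281 had the same direction with TFAM o/e, Pnt RNAi and 279 with TFAM o/e, Aop RNAi. The correlation of fold changes across these probe sets was r = 0.78 (rho = 0.95) for the former and r = 0.92 (rho = 0.95) for the latter. For the former r was 0.44 without TFAM o/e replicate 2, 0.46 with a mean log2 of at least 6 and 0.411 with the test of the paper's methods. On the control arrays they share, simulations with no change in any genotype gave mean overlaps of 172 and 179, with 16 and 20 of 100 as large as the real ones, and independent lists would share 21.7 and 17.5 in the same direction. The covariances of 0.292 and 0.284 stood beside 0.241 and 0.26 in the simulations, and fell to 0.0177 and 0.0104 with different control arrays on each side. Part of the overlap may come from the control arrays.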

Around a third of these genes are commonly mis-regulated between these conditions and the expression of these common genes is very strongly positively correlated (Fig 7D and 7E, S9 and S10 Tables). Therefore, the expression of around a third of genes mis-regulated by TFAM overexpression are unchanged by Pnt or Aop knock-down. These data show that Pnt or Aop knock-down does not enhance the transcriptional changes caused by mitochondrial retrograde signaling.

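The response to TFAM overexpression can also be read from arrays that share no sample, by comparing TFAM overexpression with the control, TFAM o/e, Pnt RNAi with Pnt RNAi, and TFAM o/e, Aop RNAi with Aop RNAi. All 3 carry TFAM overexpression, so genetic background that comes with it is not told apart from its effect. In the second of these Ldh rose by 1.90 on the log2 scale (standard error 0.23, adjusted p = 0.000308 from limma) and in the third by 2.42 (standard error 0.23, adjusted p = 1.24e-05). Arc2, of a family of activity-regulated genes derived from retrotransposon Gag proteins, rose by 0.97 (standard error 0.16, limma adjusted p = 0.0149) and 1.21 (standard error 0.16, adjusted p = 0.000959), and Arc1 rose by 1.19 (standard error 0.21, adjusted p = 0.0236) and 1.12 (standard error 0.21, adjusted p = 0.0307). Ilp3 fell by 0.95 (standard error 0.11, limma adjusted p = 0.000308) and 1.29 (standard error 0.11, adjusted p = 5.49e-06). The log2 fold changes of CG15784 were 1.43 and 2.78, and those of GstD2 were 1.38 and 1.87, all past the test. In total 18 probe sets passed the test in the same direction in at least 2 of the 3 comparisons, and 10 did so in the same direction in all 3. Zip102B, among the 18, fell with TFAM overexpression against the control and rose in both knock-down backgrounds. In the knock-down backgrounds 18 probe sets were higher and 8 lower with TFAM o/e, Pnt RNAi than with Pnt RNAi, and 22 were higher and 17 lower with TFAM o/e, Aop RNAi than with Aop RNAi. The totals of 26 and 39 became 12 without Pnt RNAi replicate 2 and 24 without TFAM o/e, Aop RNAi replicate 2, and 7 and 12 with only the arrays compared. The interaction between TFAM overexpression and the knock-down, which tests whether a change differs between backgrounds, passed for 5 probe sets with Pnt RNAi and 10 with Aop RNAi, and for 3 and 5 without control replicate 1 and without TFAM o/e replicate 2, respectively. For Ldh it was 0.21 (standard error 0.32, limma adjusted p = 0.96) and 0.73 (standard error 0.32, adjusted p = 1). In the Pnt RNAi background the call for GstD2 was lost with each of the 6 arrays left out in turn (limma adjusted p up to 0.155) and that for Arc1 with 5 of them (adjusted p up to 0.15).

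**Figure D2:**
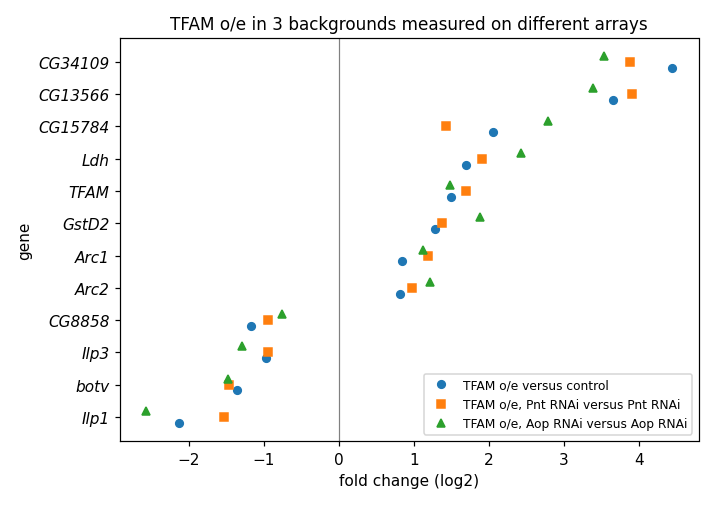
Log2 fold change (horizontal axis) of 12 genes (vertical axis) with TFAM overexpression in 3 backgrounds measured on different arrays. Symbols mark the 3 comparisons, as for Ilp1 at -2.14, -1.53 and -2.57. The 12 genes were chosen from the 18 probe sets after their values were seen, and each lies on the same side of 0 in all 3; of the 6 left out, 1 of the 2 probe sets of RFeSP, the dimmer (-0.11, 3.60 and 3.87; the brighter has -0.34, 0.21 and 0.16), Arpc1 (0.29, -1.02 and -1.56) and Zip102B (-6.09, 5.68 and 6.81) do not. CG13566 had 1.29, 0.66 and 1.37 and passed in none with signals under 32 set to 32. In that setting CG34109, with the largest changes shown, had 0.04 with TFAM overexpression against the control and did not pass.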

To understand how Pnt and Aop knock-down modify the mitochondrial retrograde response we directly compared the TFAM overexpression transcriptome to TFAM overexpression combined with Pnt or Aop knock-down (S7 Table). This comparison shows that in combination with TFAM overexpression, Pnt knock-down significantly alters the expression of 424 genes and Aop knock-down the expression of genes 314, compared to TFAM overexpression alone (S7 Table). Of these, 82 genes (TFAM o/e vs TFAM o/e, Pnt RNAi) and 78 genes (TFAM o/e vs TFAM o/e, Aop RNAi) are also mis-regulated in control versus TFAM overexpression conditions (S11 and S12 Tables). 

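Compared with TFAM overexpression alone, 17 probe sets were higher and 13 lower in the arrays labelled TFAM o/e, Pnt RNAi at an adjusted p under 0.05 from limma. Besides y, which rose by 4.79 (standard error 0.27, limma adjusted p = 8.56e-09), and v, which rose by 3.19 (standard error 0.34, adjusted p = 0.00012), Mocs1, an enzyme of molybdenum cofactor synthesis, rose by 1.45 on the log2 scale (standard error 0.17, adjusted p = 0.000451). In the arrays labelled TFAM o/e, Aop RNAi, 8 probe sets were higher and 10 lower. The total of 30 for Pnt RNAi became 12 without TFAM o/e, Pnt RNAi replicate 3, and the total of 18 for Aop RNAi became 9 without TFAM o/e replicate 3, and they were 17 and 1 with only the arrays compared. With Aop RNAi Ir76a fell by 2.60 (standard error 0.20, limma adjusted p = 1.73e-06), CG7607 fell by 1.50 (standard error 0.15, adjusted p = 5.63e-05) and Reepl1, a relative of the receptor expression enhancing proteins, rose by 3.69 (standard error 0.45, adjusted p = 0.000546), or by 3.08 with signals under 32 set to 32, where v rose by 2.67 with Pnt RNAi. These calls held with each array left out. Of the 30 probe sets for Pnt RNAi, 14 had also changed in the same direction in Pnt RNAi against the control, and of the 18 for Aop RNAi, 7 had done so in Aop RNAi against the control, and 1 of each had changed in the opposite direction. Both of these pairs of comparisons share no array. Genetic background that comes with an RNAi line is in both, however, and is not told apart from the knock-down. The markers y and v are among the 14. In averages over both TFAM levels, chosen after the results were seen, 28 of 38 genes called for Pnt RNAi lay on 3L or 3R, with 17.1 by chance. For Aop RNAi 13 of 22 did, with 9.91 by chance. Salivary gland genes were lower as a list in both, with medians of -1.38 for Pnt RNAi and -1.30 for Aop RNAi over 13 probe sets (limma camera adjusted p = 0.00184 and 0.0136, and adjusted p = 0.604 and 0.846 with an estimated correlation). No member passed the test, also when adjusted over the list alone, as for the glue gene Sgs7 with a log2 fold change of -1.86 (standard error 0.77, limma adjusted p = 0.986) with Pnt RNAi. Cytosolic ribosomal proteins were higher with Pnt RNAi, with a median of 0.24 over 47 probe sets (limma camera adjusted p = 0.00578, and adjusted p = 0.994 with an estimated correlation), and none passed the test alone. At the thresholds of the paper's methods 485 probe sets were higher and 218 lower with Pnt RNAi, and 297 were higher and 223 lower with Aop RNAi. By the p threshold alone there were 864 and 640, where chance gives 938. In simulated data with independent noise 678 and 628 unchanged probe sets passed both thresholds. The share of the probe sets for Pnt RNAi that was higher, 69%, became 50% after quantile normalization.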

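Few of these genes passed the test in both comparisons. Zip102B fell with TFAM overexpression from 9.94 ± 0.19 to 3.85 ± 1.49 (SD, n = 3 each), and against TFAM overexpression it rose by 5.21 on the log2 scale with Pnt RNAi (standard error 0.55, adjusted p = 0.00012 from limma) and by 6.13 with Aop RNAi (standard error 0.55, adjusted p = 1.51e-05). Its level was also low without TFAM overexpression in the arrays labelled Pnt RNAi (3.38 ± 0.52, SD, n = 3) and Aop RNAi (3.17 ± 1.08, SD, n = 3). These low levels lie near the bottom of the scale. Zip102B fell by 4.77 and rose by 3.89 and 4.81 with signals under 32 set to 32. CG7607 rose by 1.34 with TFAM overexpression (standard error 0.15, limma adjusted p = 0.000196), and its log2 fold change against TFAM overexpression was -0.16 with Pnt RNAi (adjusted p = 1). A probe set shared by snoRNA:Or-CD12 and RpL28 fell by 1.55 with TFAM overexpression and rose by 1.66 and 1.56 with the knock-downs. CG31157, whose signals are low, is described with its neighbour Hsc70-2. Together these 5 are all the probe sets that passed a limma adjusted p under 0.05 in TFAM overexpression against the control and, in the opposite direction, in at least 1 of the comparisons with TFAM overexpression. For Pnt RNAi there were 3 of them and for Aop RNAi 5. At the thresholds of the paper's methods the overlap was 141 probe sets for Pnt RNAi and 128 for Aop RNAi, of which 135 and 124 had opposite directions.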

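The probe sets in these overlaps mostly had low signals. Of the 135 that moved in opposite directions with Pnt RNAi, 77.8% had a mean log2 signal under 6, and of the 124 with Aop RNAi 79.8% did. Examples are 1 of the 2 probe sets of the zinc finger gene sens-2, with a log2 fold change of -3.33 with TFAM overexpression and of 2.77 and 2.75 with the knock-downs, and 1 of the 3 of osk, the germ plasm gene oskar, with -2.38, 2.18 and 2.57. Above this signal, the salivary glue genes Sgs4 and Sgs7 had 1.89 and 1.63 with TFAM overexpression, -1.79 and -1.86 with Pnt RNAi and -1.39 and -1.37 with Aop RNAi, and none of these 6 changes passed the test. Across the overlap, the fold changes had r = -0.81 (rho = -0.86) for Pnt RNAi and r = -0.88 (rho = -0.92) for Aop RNAi, over probe sets that are not independent replicates. The same TFAM overexpression arrays enter these comparisons with opposite signs. In 100 simulations with no change in any genotype the mean overlap was 185 for Pnt RNAi and 148 for Aop RNAi, with mean correlations of -0.864 and -0.886, and 55 and 44 overlaps were as large as the real ones. Independent lists would share 15.7 and 11 probe sets in opposite directions. The covariance over all probe sets was -0.187 for Pnt RNAi and -0.194 for Aop RNAi, beside -0.247 and -0.228 in the simulations, and it was 0.0209 (range -0.0439 to 0.0895) and 0.0135 (range -0.0404 to 0.0942) with different TFAM overexpression arrays on each side.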

Interestingly, the expression levels of these genes are strongly negatively correlated (Fig 7F and 7G). Around half of these genes are mis-regulated by both Pnt and Aop knock-down (S13 Table). Therefore, Pnt or Aop knock-down reverses the expression of a minor subset of genes that are mis-regulated in response to mitochondrial dysfunction. 

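Of the probe sets that changed with Pnt RNAi or with Aop RNAi relative to TFAM overexpression, 138 changed in both at the thresholds of the paper's methods, and 61 of them had also changed with TFAM overexpression against the control. In 57 probe sets both knock-downs went against the change with TFAM overexpression. They include Sgs5bis, a relative of the salivary glue gene Sgs5, with a log2 fold change of 2.43 with TFAM overexpression and of -3.15 and -2.18 with Pnt RNAi and Aop RNAi, and zen2, a homeobox gene, with -2.72, 1.96 and 2.02. Of the 57, 78.9% had a mean log2 signal under 6. At an adjusted p under 0.05 from limma, 3 of the 57 passed in all 3 comparisons. Both knock-downs were compared with the same TFAM overexpression arrays.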

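The interaction asks for each gene whether the change with TFAM overexpression differs between the knock-down and the normal background. Among the 135 probe sets that moved in opposite directions with Pnt RNAi it passed an adjusted p under 0.05 from limma for 2, Zip102B, at 11.77 on the log2 scale (standard error 0.78, adjusted p = 1.99e-07), and Sox102F, a Sox family transcription factor, at 2.20 (standard error 0.36, adjusted p = 0.0274). For Sox102F this call was lost with 9 of the 12 arrays left out in turn (limma adjusted p up to 0.153) and with signals under 32 set to 32 (adjusted p = 0.0997), which made the value for Zip102B 8.83. Among the 124 with Aop RNAi it passed for 4. These were Zip102B at 12.90 (standard error 0.78, limma adjusted p = 4.15e-08; 9.75 with signals under 32 set to 32), CG7607 at -1.50 (standard error 0.21, adjusted p = 0.0053) and 2 probe sets that carry no single gene symbol. When the 769 probe sets with the largest change were chosen with a single TFAM overexpression array, 96.2% moved in the opposite direction with Pnt RNAi and 97.9% with Aop RNAi relative to that same array. Relative to another TFAM overexpression array, 48.1% (range 41.4% to 58.1%) and 48.4% (range 40.1% to 58.1%) did. Choice by the size of the change in 1 array favours probe sets that vary between arrays. These shares therefore cannot decide whether a knock-down reverses a minor part of the genes. With TFAM overexpression effects as measured and no effect of the knock-down, 58 of 100 simulated overlaps for Pnt RNAi and 64 for Aop RNAi were as large as the real ones. These simulations gave TFAM o/e and TFAM o/e, Pnt RNAi a mean overlap of 1090 against the control, beside the real 283, and mean correlations of -0.65 and -0.653 over the overlaps with opposite directions, beside the real -0.81 and -0.88. With only the called TFAM overexpression effects, 41 and 37 of 100 overlaps were as large. From the negative correlation of the shared genes, the paper concludes that knock-down of Pnt or Aop reverses the expression of a minor part of the genes that mitochondrial dysfunction mis-regulates.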

The enriched GO terms for these genes shows that Pnt or Aop knock-down reverses the expression of a number of functional classes, including transcriptional regulation and transmembrane helix, which may contribute to improved neuronal function (S14 Table). 

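Of the genes listed before as modifiers from the wing screen of the paper, measured by 33 probe sets, none passed an adjusted p under 0.05 from limma in either comparison with TFAM overexpression, over all probe sets or adjusted over the list alone. Of the 59 probe sets of presynaptic genes none passed it in these comparisons either. Haemocyte genes were higher as a list in the arrays labelled TFAM o/e, Aop RNAi, with a median of 0.51 over 13 probe sets (limma camera adjusted p = 0.027, and adjusted p = 0.846 with an estimated correlation). Their member eater, a phagocytic receptor, had a log2 fold change of 1.40 (standard error 0.48, limma adjusted p = 0.979), and no member passed the test alone. The visible markers carried by fly stocks, a list of 3 probe sets of which y alone passed the test and which does not hold v, were higher with Pnt RNAi relative to TFAM overexpression (limma camera adjusted p = 0.00184, and adjusted p = 0.0752 with an estimated correlation). Together with the salivary gland and ribosomal lists, these are all of the 33 lists tested that passed with camera in the comparisons with TFAM overexpression, 3 for Pnt RNAi and 2 for Aop RNAi, and none passed with an estimated correlation. The enrichment of GO terms was not analysed here. In the paper's S14 Table, the smallest Benjamini value is the paper's 0.16 for Pnt, for serine-type endopeptidase activity, and the paper's 0.326 for Aop.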

Alternatively, Pnt and Aop knock-down may alleviate the effects of mitochondrial dysfunction through the action of the genes that are regulated independent of retrograde signalling. To test this directly we used RNAi to knock-down Hsc70-2. 

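Hsc70-2 had a level of 4.09 ± 1.63 (SD, n = 3) in the control and of 8.54 ± 0.19 (SD, n = 3) with TFAM overexpression, a log2 fold change of 4.45 (standard error 0.85, adjusted p = 0.0336 from limma). The 3 arrays with TFAM overexpression all lay above the 3 control arrays (exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). CG31157, the gene next to Hsc70-2 on 3R, had 0.53 ± 0.55 (SD, n = 3) in the control and 5.42 ± 1.32 (SD, n = 3) with TFAM overexpression, a log2 fold change of 4.89 (standard error 0.89, limma adjusted p = 0.0245), and was singled out after its values were seen. Log2 fold changes over 4 were also seen for 1 of the 5 probe sets of CG34109, at 4.44 (standard error 0.59, limma adjusted p = 0.00114), and CG9864, at 4.27 (standard error 0.66, adjusted p = 0.00669). In the control the 3 arrays read at most 1.10 for CG31157, 0.40 for this probe set of CG34109 and 0.80 for CG9864, and with TFAM overexpression at most 6.90, 5.12 and 4.87, all low signals. With signals under 32 (log2 5) set to 32, Hsc70-2 rose by 3.23 (limma adjusted p = 3.5e-06), the largest rise of all probe sets, while CG31157 had a log2 fold change of 0.63, CG34109 of 0.04 and CG9864 of 0, none of which passed the test. That setting removes much of the spread of Hsc70-2 between arrays, so its p there does not measure the spread between replicates. Of the other 13 probe sets of cytosolic heat shock proteins and chaperones none passed the test, over all probe sets or adjusted over the list alone. Among them 1 probe set of Hsc70-1 had a log2 fold change of 1.63 (standard error 1.04, limma adjusted p = 0.969). The call for Hsc70-2 was lost with 5 of the 6 arrays left out in turn (limma adjusted p up to 0.189). It was also lost without the intensity trend (limma adjusted p = 0.112), with only the arrays compared (adjusted p = 0.368) and with the test of the paper's methods (adjusted p = 0.806).

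**Figure D3:**
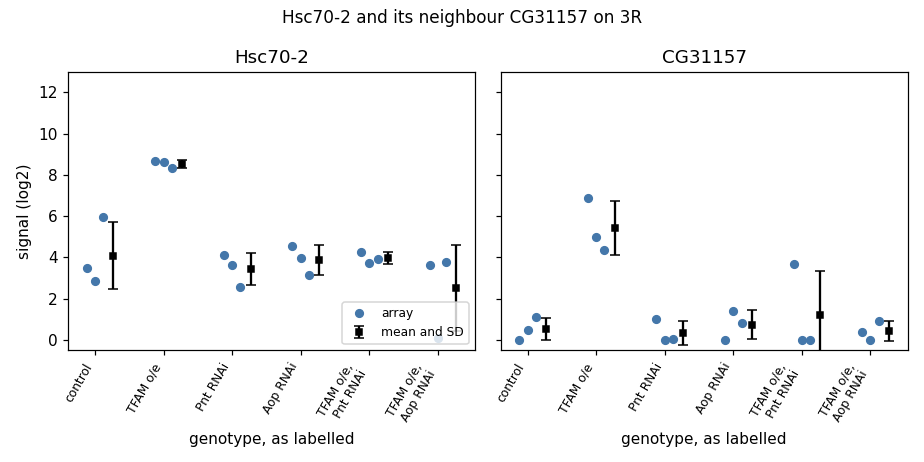
Signal on the log2 scale (vertical axis) of Hsc70-2 and of its neighbour CG31157 in each of the 6 genotypes as labelled (horizontal axis). Circles are single arrays and squares with bars are means with the SD (n = 3); both genes are highest with TFAM overexpression alone, at 8.54 and 5.42.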

*Hsc70-2* encodes a chaperone of the heat shock 70 family and is the most strongly upregulated gene in TFAM overexpression conditions (S7 Table). 

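In the arrays labelled TFAM o/e, Pnt RNAi, Hsc70-2 was at 3.97 ± 0.27 (SD, n = 3), and it fell by 4.57 on the log2 scale relative to TFAM overexpression alone (standard error 0.85, adjusted p = 0.0343 from limma). In those labelled TFAM o/e, Aop RNAi it was at 2.50 ± 2.09 (SD, n = 3) and fell by 6.04 (standard error 0.85, limma adjusted p = 0.0034). With signals under 32 set to 32, under which all 6 of these knock-down arrays lie, 1 of them at a log2 of 0.09, both falls were 3.54 (limma adjusted p = 7.55e-07). These arrays then have no spread, so that p does not measure the spread between replicates. The 3 arrays of each knock-down all lay below the 3 with TFAM overexpression alone (exact two-sided permutation test, p = 0.1). Without TFAM overexpression its level was 3.44 ± 0.78 (SD, n = 3) with Pnt RNAi and 3.89 ± 0.72 (SD, n = 3) with Aop RNAi. CG31157 had 1.22 ± 2.11 (SD, n = 3) in the arrays labelled TFAM o/e, Pnt RNAi and 0.43 ± 0.47 (SD, n = 3) in those labelled TFAM o/e, Aop RNAi, with log2 fold changes relative to TFAM overexpression of -4.20 (limma adjusted p = 0.091) and -4.98 (adjusted p = 0.0374), and of -0.63 in both (adjusted p = 1) with signals under 32 set to 32. The interaction of TFAM overexpression with the knock-down did not pass the test for Hsc70-2, at a limma adjusted p = 0.849 for Pnt RNAi and adjusted p = 0.186 for Aop RNAi. That does not show its absence. With TFAM overexpression the mean level went from 4.09 to 8.54 in the normal background. It went from 3.44 to 3.97 in the Pnt RNAi background and from 3.89 to 2.50 in the Aop RNAi background. These low levels vary between arrays, so the size of the interaction is not resolved. The call for Pnt RNAi was lost with each of the 6 arrays left out in turn (limma adjusted p up to 0.172), without the intensity trend (adjusted p = 0.119) and with the test of the paper's methods (adjusted p = 0.0706). The call for Aop RNAi held with each array left out, and was lost with only the arrays compared (limma adjusted p = 0.346) and with the test of the paper's methods (adjusted p = 0.935).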

Knock-down of either Pnt or Aop dramatically reduces the retrograde induced upregulation of *Hsc70-2* expression (S11 and S12 Tables). Knock-down of Hsc70-2 in motor neurons suppresses the climbing and wing inflation phenotypes caused by TFAM overexpression (Fig 7H and 7I). These results are consistent with a mechanism whereby inhibition of Ras-ERK-ETS signaling alleviates the damaging effects of neuronal mitochondrial dysfunction by reversing the expression of a specific subset of genes within the mitochondrial retrograde transcriptome.

## Discussion

Fluctuations in mitochondrial activity and function occur during the cell cycle, throughout development and in disease states. Changes in mitochondrial function affect the cell at multiple levels, but the cellular response to these homeostatic changes is very poorly understood. We have devised a method to identify genes potentially involved in mitochondrial retrograde signaling in vivo. The number and function of the genes identified suggests an extensive and orchestrated cellular response to mitochondrial dysfunction. Inhibition of one of the pathways identified in the screen, Ras-ERK-ETS signaling, also alleviates the effects of mitochondrial dysfunction in the *Drosophila* nervous system. Targeting Ras-ERK-ETS signaling also improves function in *Drosophila* models of Leigh syndrome and Parkinson’s. Inhibition of Ras-ERK-ETS signaling partially reverses the mitochondrial retrograde transcriptional response, evidence that retrograde signaling contributes to neuronal dysfunction.

Proteomic and genetic methods have been highly successful in characterising the complement of proteins that make up the mitochondrion [42–44]. Human mitochondria consist of around 1158 proteins, only 13 of which are encoded by the mitochondrial genome [42]. However, mitochondria do not function in isolation and participate in a variety of cellular functions, acting within a homeostatic network that responds to changes in the cellular environment [22]. We have developed a sensitised phenotypic assay in the wing to identify genes involved in the cellular response to changes in mitochondrial activity. Using this for a genetic screen we identified 30 modifier genes, the majority of which enhance the wing phenotype. It is possible that screening in this way could identify components of the OXPHOS complexes, or other core mitochondrial proteins. However, knock-down of such genes on their own in the wing is likely to (and in our experience does) cause a wing phenotype, and so these genes would be excluded from the screen. We did identify several genes encoding cytosolic metabolic proteins (*Pgk*, *Adk1*, *Pgi*) as enhancers of mitochondrial dysfunction, which did not cause a phenotype when knocked-down by themselves but enhanced the MitoMod phenotype (S3 Table). However, a key point of this study is that many of the genes identified have roles in signal transduction and regulation of gene expression, strongly suggesting that mitochondrial dysfunction modulates the activity of a variety of cell signaling pathways.

The ETS domain transcription factor Aop was identified as a suppressor in the modifier screen and also suppressed neuronal mitochondrial dysfunction phenotypes. Knock-down or heterozygosity for *pnt* also rescued neuronal mitochondrial dysfunction phenotypes. These results are surprising, as Aop and Pnt generally act antagonistically to each other, with Aop acting as an inhibitor of Ras-ERK signaling and Pnt as a positive effector. In the canonical model, activated ERK phosphorylates both Pnt and Aop, promoting cytosolic translocation and degradation of Aop, as well as enhancing the transcriptional activity of Pnt [45, 46]. In the wing Pnt and Aop have opposite effects: knock-down of Pnt (using JF02227) enhances, while knock-down of Aop suppresses the MitoMod phenotype. However, recent systems biology approaches have shown that the dynamic interplay between Aop and Pnt is more complex than previously thought and is context dependent [47–49]. Aop stability is in fact regulated differentially by Ras-ERK signaling depending on the neuronal differentiation state [49]. We find that PntP2 and Aop overexpression and expression of a constitutively active form of Ras all strongly inhibit neuronal function and act synergistically with TFAM overexpression. Knock-down of either Pnt or Aop suppress Ras-ERK pathway activation and the gene expression changes caused by Pnt or Aop knock-down in neurons strongly correlate. Moreover, reduced expression of Ras, Pnt or Aop are protective against the effects of neuronal mitochondrial dysfunction. Aop and Pnt therefore both act as positive effectors of Ras-ERK signaling in motor neurons and in the context of neuronal mitochondrial dysfunction.

Mitochondrial activity plays a key role in healthy ageing. It was recently shown that inhibition of Ras, through ubiquitous expression of dominant negative Ras, or Ras knock-down in adult flies extends lifespan [50]. In contrast to our study, expression of an activated form of Aop in the gut and fat body of adult flies extended lifespan, while knockdown of Aop in these tissues had no effect on longevity [50]. The authors did not test whether inhibition of Pnt affected lifespan, but Pnt overexpression significantly reduced the lifespan of wild-type flies. Furthermore, administration of a pharmacological agent, Trametinib, which inhibits Ras activation of ERK kinase, increased *Drosophila* lifespan. Although there may be differences in the role of Aop in neuronal mitochondrial dysfunction versus healthy ageing, this previous study and our work together point to the exciting possibility that inhibition of Ras-ERK-ETS signaling may be beneficial to both healthy ageing and human diseases associated with mitochondrial dysfunction. Our data also suggest that Ras-ERK-ETS signaling acts both cell autonomously and non-cell autonomously in response to mitochondrial dysfunction. In the developing *Drosophila* eye, Ras-ERK signaling determines cell autonomous photoreceptor cell fate, acting downstream of the EGF receptor [51]. The secretion of Spitz, the ligand for the EGFR, from adjacent cells is also regulated by the Ras-ERK pathway [52]. Ras-ERK signaling thus acts both cell autonomously and non-cell autonomously to control photoreceptor differentiation. Mitochondrial signaling in *Drosophila* has previously been shown to act through non-autonomous systemic negative regulation of insulin signaling [53]. The mechanism of regulation of Ras-ERK-ETS in ageing is not known, nor do we know how mitochondrial dysfunction activates this pathway in neurons. A variety of mitochondrial retrograde signals have been identified, including ROS, Ca^2+^, AMP, nicotinamide adenine dinucleotide (NAD+) and acetyl coenzyme A [30]. Future studies will identify the factor(s) that mediate mitochondrial retrograde signaling in the nervous system.

Large scale alterations in transcription in response to mitochondrial dysfunction have been observed in a wide range of cell types [23]. However, whether these altered transcriptomes have a functional consequence is not clear. Inhibition of Ras-ERK-ETS signaling restores neuronal function and pre-synaptic active zones in our models but does not appear to affect the primary mitochondrial defect. This is consistent with our transcriptomic data, which do not show large scale alterations in the expression of mitochondrial genes with Aop or Pnt Knock-down. 

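Nuclear-encoded subunits of oxidative phosphorylation lay slightly below the control as a list, with a median log2 fold change of -0.20 over 55 probe sets in the arrays labelled Pnt RNAi (limma camera adjusted p = 4.82e-09) and of -0.11 in those labelled Aop RNAi (camera adjusted p = 0.000924). With an estimated correlation these were limma adjusted p = 0.558 and adjusted p = 0.706. Of the 55 probe sets 53 were on the lower side with Pnt RNAi and 48 with Aop RNAi. Only RFeSP passed the test, with 1 of its probe sets, and adjusted over the list alone 2 were lower with Pnt RNAi and 1 with Aop RNAi. The complex I subunit ND-PDSW had log2 fold changes of -0.53 (standard error 0.17, limma adjusted p = 0.395) and -0.30 (standard error 0.17, adjusted p = 0.939). Mitochondrial ribosomal proteins had medians of -0.13 and -0.11 over 71 probe sets (limma camera adjusted p = 2.58e-05 and 0.00271, and adjusted p = 0.558 and 0.677 with an estimated correlation), and none passed the test, adjusted over the list alone included. Cytosolic ribosomal proteins, with a median of -0.28 over 47 probe sets, moved with them in the arrays labelled Pnt RNAi (limma camera adjusted p = 0.0128, and adjusted p = 0.78 with an estimated correlation). Genes of mitochondrial DNA maintenance had a median of -0.17 over 13 probe sets with Aop RNAi (limma camera adjusted p = 0.0137, and adjusted p = 0.185 with an estimated correlation). Among these, Opa1, a protein of inner membrane fusion, had a log2 fold change of -0.19 (standard error 0.11, limma adjusted p = 0.939), and none of the 13 passed the test alone, also when adjusted over the list alone. The 20 probe sets of the tricarboxylic acid cycle and the 10 of mitochondrial chaperones passed neither as lists nor as single probe sets in these comparisons, and adjusted over the list alone 1 chaperone was lower with Aop RNAi. In the backgrounds of the knock-downs the 55 probe sets of oxidative phosphorylation lay higher as a list with TFAM overexpression, with medians of 0.24 with Pnt RNAi (limma camera adjusted p = 2.38e-10, and adjusted p = 0.936 with an estimated correlation) and 0.06 with Aop RNAi (camera adjusted p = 0.0101, and adjusted p = 0.825 with an estimated correlation). The Pnt RNAi or Aop RNAi arrays enter these comparisons and those with the control with opposite signs. The opposite directions may therefore come from the shared arrays.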

We suggest that the beneficial effects of Ras-ERK-ETS pathway inhibition on mitochondrial dysfunction result from transcriptional reprogramming that leads to improvement in pre-synaptic structure and function.

Reduced expression of Aop or Pnt, transcriptional targets of Ras-ERK signaling, alleviate the effects of neuronal mitochondrial dysfunction. We exploited this finding to test how the transcriptome is affected by Aop and Pnt knock-down in the background of mitochondrial dysfunction. Surprisingly, a significant number of the mitochondrial retrograde transcriptional changes are reversed by Pnt or Aop knock-down. This finding suggests that the transcriptional mis-regulation activated by mitochondrial retrograde signaling at least partly contributes to neuronal dysfunction. In support of this idea, we find that knock-down of Hsc70-2, a retrograde response gene whose expression is reduced by Aop and Pnt knock-down, alleviates neuronal mitochondrial dysfunction phenotypes. Future analyses of these retrograde response genes will help elucidate the cellular mechanisms that contribute to neuronal dysfunction.

Individual mitochondrial diseases are rare, but in total affect up to 1 in 4300 in the population [7]. The nervous system is frequently affected by mitochondrial mutations, resulting in a wide range of clinical outcomes including ataxia, epilepsy, neuropathy and deafness [54]. Treatments for mitochondrial diseases are limited and mostly symptomatic. Manipulation of the response to mitochondrial dysfunction in neurons may provide a new potentially curative strategy for mitochondrial diseases. Ras-ERK signaling has key roles in synaptic plasticity, learning and memory [55]. However, Ras-ERK-ETS signaling has not previously been identified as potential therapeutic target for mitochondrial disease. Determining how the transcriptional targets of Ras-ERK-ETS signaling contribute to neuronal dysfunction will provide important new insight into mitochondrial diseases such as Leigh syndrome.

## Materials and methods

### Fly strains and growth conditions

Flies were maintained on standard yeast, glucose, cornmeal, agar food at 25°C in a 12 hour light/dark cycle unless stated otherwise. For imaging experiments, except AT[NL] and AT[RK] experiments, embryos were laid over a 24 hour period at 25°C, incubated for a further 24 hours at 25°C, then incubated at 29°C for three days prior to analysis. For AT[NL] and AT[RK] experiments embryos were laid at 25°C and larvae maintained at 25°C until dissection.

Fly stocks were *UAS-TFAM3M* [36], which was used for all TFAM overexpression experiments except where the weaker *UAS-TFAM10M* [36] is stated, *park*^*25*^ [40], *UAS-Surf1*^*23*.*4*^ RNAi [41], *Ras85D*^*ΔC40B*^ [56] and *UAS-mito-roGFP2-Grx1* [57]. *UAS-ATeam1*.*03NL* (AT[NL]) and *UAS-ATeam1*.*03RK* (AT[RK]) flies [39] were from the Kyoto Stock Center (DGRC). The following fly stocks were from the Bloomington Stock Center: DJ-1α, DJ-1β, Lrrk, parkin and Pink1 RNAi and overexpression lines (details in S1 Table), *w*^*1118*^, *FRT82B*, *TFAM*^*c01716*^, *Da-Gal4*, *nSyb-Gal4*, *UAS-mitoGFP*, *MS1096-Gal4*, *OK371-Gal4*, *D42-Gal4*, *UAS-CD8GFP*, *UAS-Aop*, *UAS-PntP2*, *pnt*^*Δ88*^, *Thor-lacZ* (*Thor*^*K13517*^*)*, *tub-Gal4*, *TM6B*, *tub-Gal80*, *GMR-Gal4*, *UAS-Ras*^*V12*^, *TFAM*^*JF02307*^ and *TFAM*^*HMC04965*^ RNAi lines, *Dsor*^*HMS00037*^ and *Dsor*^*JF01697*^ RNAi lines, *Rl*^*JF1080*^ and *Rl*^*HMS00173*^ RNAi lines. The TFAM RNAi line (NIG, 4217R-1), used in the MitoMod stock (*MS1096-Gal4*; TFAM RNAi, *TFAM*^*c01716*^*/ TM6B*, *tub-Gal80)*, was from the NIG-Fly Stock Center, Japan. RNAi stocks used in the genetic screen were from the Bloomington Stock Center, the Vienna Drosophila Resource Center [58] and the NIG-Fly Stock Center, Japan and are listed in S2, S5 and S6 Tables. *park*^*25*^, *Ras85D*^*ΔC40B*^ and *park*^*25*^, *pnt*^*Δ88*^ lines used in Fig 6 were generated by recombination. Mosaic analysis with a repressible cell marker (MARCM) analysis of *FRT82B*, *TFAM*^*c01716*^ was performed using *y*, *w*,*hs-flp;tub-Gal4*,*UAS-mCD8GFP;FRT82B*,*tub-Gal80* flies as in Avet-Rochex et. al. [59]. Gene names are according to Flybase [60].

### Genetic screen

Virgin female flies carrying the MitoMod genotype balanced with *TM6B*,*tub-Gal80* (*MS1096-Gal4; TFAM RNAi*,*TFAM*^*c01716*^*/TM6B*,*tub-Gal80)* were crossed to males carrying RNAi transgenes. 1–2 days after eclosion of the progeny wings were observed and scored in males. RNAi lines were only classed as enhancers if most flies had a ≥90ᵒ wing curve. RNAi lines were classed as suppressors if most flies had a <45ᵒ wing curve (S2 Table). Crosses from RNAi lines that enhanced or suppressed the MitoMod wing phenotype were repeated to confirm the result. To exclude RNAi lines that cause a phenotype by themselves, *MS1096-Gal4* virgin females were crossed to all RNAi lines. If the progeny of this cross had a wing phenotype then the RNAi line was omitted from the MitoMod screen (S2 Table). Genes for all interacting RNAi lines were tested with independent RNAi lines, where available (S2 Table), and only classed as positive hits if the phenotype was replicated by the independent RNAi (S5 and S6 Tables).

RNAi lines were selected using gene expression data available on FlyAtlas, to select genes that are expressed more strongly in the brain than in the whole body [61]. RNAi lines for *Drosophila* chromatin remodelling genes were also used [62]. GO analysis of genes identified in the screen was performed using the Panther Classification System [63].

### Behavioral analysis

Climbing assays were performed as previously described [36]. Males were used for all climbing assays, apart from experiments involving knock-down of Surf1, where females were used for all genotypes.

To quantify wing inflation, flies were transferred into a new vial after eclosion and left for at least 24 hours to allow time for normal wing inflation to occur. Numbers of flies with fully inflated, semi-inflated and uninflated wings were then recorded. All flies that eclosed from the vial were counted. Statistical analysis was performed on raw data and data displayed as a percentage.

### Immunofluorescence and imaging

Tissues were prepared, imaged and quantified as previously described [36]. Primary antibodies were *Drosophila* anti-TFAM (Abcam, 1/500), rabbit anti-Dcp1 (Cell Signaling, 1/200), mouse anti-Wingless (DSHB, 1/200), chicken anti-β galactosidase (Abcam ab9361, 1:1000), mouse anti-Aop (DSHB, 1/200), mouse anti-brp (DSHB, 1/200), rabbit anti-dpErk1/2 (Cell Signaling, 1/200), HRP-Cy3 (Stratech, 1/1000), rat anti-PntP2 (1/500) [64]. Secondary antibodies were AlexaFlour 488, AlexaFlour 594 and AlexaFlour 633 (Invitrogen, 1/1000). All images were taken using a Zeiss LSM710 confocal microscope with Zen software. Imaging of controls and experimental samples in each experiment was performed using identical confocal microscope settings. Mitochondrial number and volume were quantified using Volocity (Perkin Elmer), 15μm x 15μm (xy), 5 μm (z). dpERK expression was quantified in ImageJ using the Point and Measure tools. Dcp1 expression was quantified using Volocity (PerkinElmer) using image projections. To quantify Dcp1 expression in the wing disc the dorsal compartment was selected as the area between the wingless expressing dorsoventral boundary and the third fold in the hinge area of the wing disc. MARCM analysis was performed as in Avet-Rochex et. al. [59].

For Förster resonance energy transfer (FRET)–based ATP biosensor imaging, AT[NL] ATP biosensor expressing and AT[RK] ATP insensitive expressing control wing imaginal discs or larval CNS tissues were dissected in Schneider’s medium (Thermo Scientific) and imaged immediately at 21°C using a 458nm excitation laser and detecting emitted light between 460-499nm (CFP) and 535-650nm (FRET) using a Zeiss LSM 710 confocal microscope. For control experiments wing imaginal discs were incubated in Schneider’s medium with 100μM oligomycin (VWR)/50 mM 2-deoxyglucose (SLS) for 40 minutes at 21°C, then imaged immediately in the same medium. CFP and FRET channel signal intensity at the same three randomly selected points in each wing disc, or three cell bodies in each VNC, was determined using the ImageJ Point and Measure tools and used to calculate the FRET/CFP ratio as a measure of ATP levels [39]. Imaging using Mito-roGFP2-Grx1 was performed as described previously [36]. For DHE staining, wing discs were incubated in 2μM DHE (Cambridge Bioscience) in Schneider’s medium for 10 minutes, rinsed twice in Schneider’s medium, then fixed for 5 minutes in 4% formaldehyde/PBS, washed briefly in PBS, dissected and imaged.

### ATP luciferase assay

20 wing imaginal discs per genotype were dissected in PBS, homogenized in 100μl extraction buffer (6M guanidine chloride, 100mM TrisHCL, 4mM EDTA, pH 8.0) and incubated at 70°C for 5 mins. ATP levels were measured using the ATP Determination kit (Molecular Probes) according to the manufacturer’s instructions.

### Western blot analysis

Western blot analysis was performed as previously described [36]. Primary antibodies were diluted in TBS/0.1% Tween 20 (TBS-T) and incubated overnight at 4°C and were *Drosophila* anti-TFAM (Abcam, 1/500), mouse anti-ATP5A (Abcam, 1/5000), mouse anti-MTCO1 (Abcam, 1/1000) and rabbit anti-Actin (Cell Signaling, 1/4000). After three ten minute washes in TBS-T, the membranes were incubated for 90 minutes with fluorescently labelled secondary antibodies (anti-mouse IRdye 680 and anti-rabbit IRdye 800, LI-COR, both at 1/5000) diluted in TBS-T, then washed three times for ten minutes in TBS-T. The membranes were then scanned and analysed using an Odyssey infrared scanner (LI-COR). Odyssey infrared imaging systems application software version 3.0.25 was used to quantify the intensity of the bands on the blots. Normalised expression level was calculated by determining the band intensity relative to Actin.

### Quantitative PCR

qRT-PCR and qPCR of mtDNA were performed as previously described [36]. Primers used for qRT-PCR were ThorFwd: CGAGGTGTACTCCTCGACGC and ThorRvs: GAGCCACGGAGATTCTTCATGA; Hsp22Fwd: AGCGTTGTCCTGGTGGAG and Hsp22Rvs: GAGCTATAGCCACCTTGTTCG; Rpl4Fwd: TCCACCTTGAAGAAGGGCTA and Rpl4Rvs: TTGCGGATCTCCTCAGACTT.

### Microarray experiments and analysis

CNS tissue from 20 late third instar larvae per genotype were dissected in cold PBS and transferred directly into 100μl lysis buffer containing β-mercaptoethanol (Absolutely RNA Microprep kit, Agilent Technologies). The lysis buffer was kept on ice while all the brains were dissected. RNA was prepared following manufacturer’s instructions, including DNase treatment and stored at -80°C. Samples were prepared in triplicate.

RNA was measured for quantity and integrity on an RNA Pico Chip (Agilent Technologies). 10ng of RNA per genotype was converted into labelled cDNA with the Nugen Ovation System V2 (NuGEN Technologies Inc.). 7mg of labelled cDNA was hybridised to Affymetrix *Drosophila* genome v2 GeneChips for 20 hours at 45°C. They were then washed, stained (GeneChip Fluidics Station 450) and scanned (GeneChip Scanner 3000 7G) according to the manufacturer’s instructions (Nugen Technologies Inc & Affymetrix).

Microarray data was processed using the MAS5.0 algorithm using the Transcriptome Analysis Console (ThermoFisher). Means were calculated using Tukey's Bi-weight average algorithm and differential expression between groups was calculated using un-paired one way analysis of variance (ANOVA). A statistical cutoff of p<0.05 and a fold change cutoff of ±1.5 fold were used. Correlations between datasets were analysed using GraphPad Prism (GraphPad Software Inc.). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE114054. GO analysis was performed using DAVID (the database for annotation, visualization and integrated discovery) bioinformatics resources [65].

### Statistical analyses

GraphPad Prism (GraphPad Software Inc.) was used to create graphs and for statistical analysis. Data with a p-value less than or equal to 0.05 was considered significant. Comparisons of two samples of continuous data were analysed with an unpaired, two-tailed student’s t-test, where appropriate. Data were analysed for normality using the D’Agostino & Pearson omnibus normality test. Data that did not pass the normality test were analysed with the Mann Whitney test. Variance of the samples was assessed with an F test. If the variances of the two samples were significantly different then the Welch’s correction was applied to the t-test. In order to compare more than two samples of continuous data, one-way ANOVA was used with Tukey’s post hoc test. If data did not pass the D’Agostino & Pearson omnibus normality test, the Kruskal-Wallis, followed by Dunn’s post hoc test were utilised. Categorical data were analysed using chi-squared.

## Supporting information

S1 Fig TFAM knockdown causes loss of mtDNA and mitochondrial gene expression. (A) qPCR of mtDNA copy number from late third instar larvae with ubiquitous knock-down of TFAM (4217R-1) using tub-Gal4. Controls are tub-Gal4 hemizygotes. (B) Western analysis of coxI, ATP synthase α and TFAM expression from late third instar larvae control (tub-Gal4/+, lanes 1–3), or with ubiquitous knock-down of TFAM using tub-Gal4 (lanes 4–6). (C-E) Quantification of coxI, ATP synthase α and TFAM expression. (F,G) TFAM staining in wing imaginal discs with TFAM knock-down (4217R-1) (F) or TFAM overexpression (G) using MS1096-Gal4. Arrows mark the dorso-ventral compartment boundary (dorsal is up). Scale bar: 10μm. (H) A MARCM clone in the late third instar larval wing imaginal disc showing that cells that are homozygous of TFAM^c01716^ (expressing GFP, green) have strongly reduced levels of TFAM expression (red in H, white in H’). (I-L) TFAM overexpression (using TFAM10M grown at 18°C to reduce Gal4 activity), or knock-down of TFAM using two independent RNAi lines (TFAM^JF02307^ and TFAM^HMC04965^) in the wing using MS1096-Gal4 cause a curved wing phenotype. (M-P) The curved wing phenotype caused by knock-down of TFAM using MS1096-Gal4 and heterozygosity for TFAM^c01716^ (M,O) is almost completely rescued by co-expression of TFAM in both males (N) and females (P).
(TIF)

S2 Fig TFAM knock-down and overexpression alter mitochondrial morphology but do not affect ATP levels in the developing wing. (A-C) The FRET/CFP fluorescence emission ratio of the AT[NL] FRET–based ATP biosensor expressed in the wing imaginal disc using MS1096-Gal4 is decreased when the tissue is incubated with oligomycin (OM)/2-deoxyglucose. (D-F) The FRET/CFP fluorescence emission ratio of the AT[RK] control protein, which does not bind ATP, is unchanged when the tissue is incubated with oligomycin (OM). (G-J) Knock-down (4217R-1) or overexpression of TFAM do not alter the FRET/CFP fluorescence emission ratio of the AT[NL] FRET–based ATP biosensor in the wing disc. Images show a merge of the CFP (green) and FRET (red) channels. (K) ATP luciferase assay of wing discs with TFAM RNAi and overexpression using MS1096-Gal4. (L-N) Ratio images show no change in mitochondrial glutathione redox potential reporter mito-roGFP2-Grx1 fluorescence after excitation at 405nm (red) and 488nm (green) in wing discs with TFAM knock-down and overexpression using MS1096-Gal4. (O) Quantification of mito-roGFP2-Grx1 fluorescence ratio. (P-R) DHE staining in MS1096-Gal4 hemizygous control (P), TFAM knock-down (Q) and overexpression (R) wing discs. (S) Quantification of DHE staining in the dorsal compartment of the wing disc. (T-V) Mitochondrial morphology with TFAM knock-down (U) and TFAM overexpression (V) in the wing imaginal disc using MS1096-Gal4, compared to control (T). Mito-GFP is used to label mitochondria. Scale bar: 10 μm. (W,X) Quantification of mitochondrial number (W) and volume (X) in wing imaginal discs. (Y,Z) qRT-PCR of Thor (Y) and Hsp22 (Z) mRNA expression in wing imaginal discs with TFAM knock-down and TFAM overexpression using MS1096-Gal4. Data are represented as mean +/- SEM, n.s. not significant, *p≤0.05, **≤0.01, ***p≤0.001, a.u. arbitrary units.
(TIF)

S3 Fig Modulation of genes associated with Parkinson’s disease enhance the MitoMod wing phenotype. (A) MS1096-Gal4, + control male. (B) Male progeny from MitoMod fly crossed to w^1118^ showing the 45° curve at the wing tip. (C-H) Male progeny from crosses of MitoMod with DJ-1α RNAi (HMJ21180) (C), DJ-1α overexpression (D), DJ-1β RNAi (HMS01915) (E), DJ-1β overexpression (F), Lrrk RNAi (HMS00456) (G), Pink1 overexpression (H).
(TIF)

S4 Fig Knock-down of Aop or Ino80 abrogates the increased apoptosis phenotype caused by knock-down of TFAM. (A) A wing disc from a MS1096-Gal4, + larva stained for Dcp1 expression and DAPI. (B,C) Wing discs from larvae with knock-down of Ino80 and Aop using MS1096-Gal4. (D) A wing disc from the progeny of MitoMod crossed to w^1118^. (E,F) Wing discs from the progeny of MitoMod crossed to Ino80 RNAi (E) and Aop RNAi (F). (G,H) Quantification of Dcp1 expression. Dcp1 expression is shown in green in (A)-(F) and white in (A’)-(F’) and DAPI staining shown in blue. Dotted line marks the dorso-ventral compartment boundary (dorsal is bottom left). (I) Quantification of Dcp1 expression in MitoMod wing discs combined with knock-down of Chrac-14, Ing3 and MTA1-like. (J) Quantification of Dcp1 expression in wing discs overexpressing TFAM combined with knock-down of Ino80 or Aop. Data are represented as mean +/- SEM, n.s. not significant, *p≤0.05, ***p≤0.001.
(TIF)

S5 Fig Knock-down of TFAM in motor neurons causes weak mitochondrial loss and climbing phenotypes. (A-C) Segment A3, muscle 4 NMJ in late third instar larvae from control (A), with TFAM RNAi (4217R-1) (B), or TFAM overexpression (C) in motor neurons using OK371-Gal4. Motor neuron specific expression of mitoGFP (green in (A-C) and white in (A’-C’)) was used to visualise mitochondria and staining for horse radish peroxidase (red) to visualise neuronal membranes. (D,E) Quantification of mitochondrial number (D) and volume (E). (F,G) Knock-down of TFAM (4217R-1) using either OK371-Gal4 (F) or D42-Gal4 (G) causes reduced climbing ability in adults, but this phenotype is weaker than with TFAM overexpression. (H,I) An eye imaginal disc from a control GMR-Gal4/+ larva (H), or a larva expressing Aop RNAi (3166R-1) using GMR-Gal4 (I), which shows almost complete loss of Aop expression in photoreceptor neurons posterior to the morphogenetic furrow (arrow), where GMR-Gal4 is expressed (posterior is to the right). (J,K) Adult eyes from GMR-Gal4/+ control (J), or GMR-Gal4/Aop RNAi (3166R-1) (K) flies showing a rough eye phenotype caused by Aop knock-down. (L-N) Overexpression of TFAM with D42-Gal4 causes wings to either inflate normally (L), semi-inflate (M) or fail to inflate (N) in around 50% of flies. (O-R) Knock-down of Dsor using independent RNAi lines (HMS00037 and JF01697) suppresses the climbing (O,Q) and wing inflation phenotypes (P,R) caused by TFAM overexpression with D42-Gal4. (S-V) Knock-down of Rl using independent RNAi lines (JF1080 and HMS00173) suppresses the climbing (S,U) and wing inflation phenotypes (T,V) caused by TFAM overexpression with D42-Gal4. The numbers of flies counted for each genotype are shown in white. Data are represented as mean +/- SEM, n.s. not significant, *p≤0.05, **≤0.01, ***p≤0.001. Controls are Gal4 hemizygotes.
(TIF)

S6 Fig TFAM overexpression climbing and wing inflation phenotypes are suppressed by heterozygosity for Pnt. (A,B) An eye imaginal disc from a control GMR-Gal4/+ larva (A), or a larva expressing Pnt RNAi (JF02227) using GMR-Gal4 (B), which shows almost complete loss of PntP2 expression in photoreceptor neurons posterior to the morphogenetic furrow (arrow). Posterior is to the right. (C,D) Adult eyes from GMR-Gal4/+ control (C), or GMR-Gal4/Pnt RNAi (JF02227) (D) flies showing a rough eye phenotype caused by Pnt knock-down. (E) The reduced climbing ability of flies with TFAM overexpression using D42-Gal4, is suppressed in a pnt^Δ88^ heterozygous background. (F) The wing inflation phenotype caused by overexpression of TFAM with D42-Gal4 is suppressed in a pnt^Δ88^ heterozygous background. The numbers of flies counted for each genotype are shown in white. (G,H) Knock-down of Pnt combined with heterozygosity for Ras85D suppresses the climbing (G) and wing inflation phenotypes (H) caused by TFAM overexpression with D42-Gal4 compared to either condition alone. (I,J) Knock-down of Aop combined with heterozygosity for Ras85D does not affect the climbing (I) and wing inflation phenotypes (J) caused by TFAM overexpression with D42-Gal4 compared to either condition alone. (K,L) Knock-down of Pnt and Aop together does not affect the climbing (K), but suppresses the wing inflation phenotype (L) caused by TFAM overexpression with D42-Gal4 compared to Aop knock-down alone. (M) Overexpression of PntP2 in motor neurons with D42-Gal4 causes reduced climbing and is lethal when combined with TFAM overexpression. (N,O) Knock-down of Aop (N) or Pnt (O) rescues the lethality caused by expression of Ras85D^V12^ with OK371-Gal4. Controls are D42-Gal4 hemizygotes. Data are represented as mean +/- SEM, n.s. not significant, *p≤0.05, ** p≤0.01 ***p≤0.001. (P,Q) Mosaic analysis with a repressible cell marker (MARCM) control (P) or TFAM overexpression (Q) clones (green) stained for dpERK expression (red).
(TIF)

S7 Fig Knock-down of Aop does not affect the synaptic mitochondrial loss caused by mitochondrial dysfunction. (A-C) Overexpression of TFAM does not alter the FRET/CFP fluorescence emission ratio of the AT[NL] FRET–based ATP biosensor expressed in motor neurons with OK371-Gal4. Images show a merge of the CFP (green) and FRET (red) channels. Data are represented as mean +/- SEM, a.u. arbitrary units. (D,E) Quantification of mitochondrial number (D) and volume (E) from segment A3, muscle 4 NMJ in late third instar larvae from control, or with Aop RNAi (3166R-1), TFAM overexpression, or Aop RNAi (3166R-1) and TFAM overexpression together in motor neurons using OK371-Gal4. (F) Quantification of active zone number from the same genotypes as in (D,E). Controls are OK371-Gal4 hemizygotes. (G) dpERK expression is increased in the VNC by pan-neuronal knock down of Surf1 with nSyb-Gal4, compared to hemizygous nSyb-Gal4 controls. (H) dpERK expression is unchanged in the VNC in park^25^ larvae compared to w^1118^ controls. Data are represented as mean +/- SEM, n.s. not significant, *p≤0.05, ** p≤0.01, ***p≤0.001.
(TIF)

S8 Fig Knock-down of Pnt rescues the Surf1 RNAi phenotype. (A,B) Knock down of Pnt rescues the climbing (A) and wing inflation (B) phenotypes causes by knock-down of Surf1 with nSyb-Gal4. (C) The climbing defect in park^25^ male flies is not improved by ubiquitous knock-down of Aop (3166R-1) using Da-Gal4. Controls are w^1118^. Data are represented as mean +/- SEM, n.s not significant,** p≤0.01***, p≤0.001.
(TIF)

S1 Table Enhancement of the MitoMod wing phenotype by knock-down of familial Parkinson’s disease genes.

S2 Table RNAi lines screened in the MitoMod modifier screen. The outcome of the screen is in the Result column. Any lines that had a phenotype with MS1096-Gal4 alone were excluded from the screen, so the result reads ‘Excluded’. The confirmed column refers to confirmation of the result with an independent RNAi for the same gene, Y: confirmed, N: not confirmed, see S5 and S6 Tables for details. If the Confirmed column is blank, then an alternative RNAi was not available.
(XLSX)

S3 Table Enhancers identified in the screen with GO molecular function.

S4 Table Suppressor genes identified in the genetic screen with GO molecular function.

S5 Table Independent RNAi lines used to validate enhancers. Any lines that had a phenotype with MS1096-Gal4 alone read ‘Excluded’ in the Result column.
(XLSX)

S6 Table Independent RNAi lines used to validate suppressors. Any lines that had a phenotype with MS1096-Gal4 alone read ‘Excluded’ in the Result column.
(XLSX)

S7 Table Genes whose expression is significantly altered in the transcriptomic analyses.

S8 Table Genes whose expression is significantly altered in control vs Pnt RNAi and control vs Aop RNAi conditions.

S9 Table Genes whose expression is significantly altered in control vs TFAM overexpression and control vs TFAM overexpression combined with Pnt RNAi.

S10 Table Genes whose expression is significantly altered in control vs TFAM overexpression and control vs TFAM overexpression combined with Aop RNAi.

S11 Table Genes whose expression is significantly altered in control vs TFAM overexpression and TFAM overexpression vs TFAM overexpression combined with Pnt RNAi.

S12 Table Genes whose expression is significantly altered in control vs TFAM overexpression and TFAM overexpression vs TFAM overexpression combined with Aop RNAi.

S13 Table Genes whose expression is significantly altered in control vs TFAM overexpression and TFAM overexpression vs TFAM overexpression combined with Pnt RNAi and TFAM overexpression vs TFAM overexpression combined with Aop RNAi.

S14 Table Functional annotation of GO classes of genes whose expression is significantly altered in TFAM overexpression versus TFAM overexpression combined with Pnt knock-down or TFAM overexpression combined with Aop knock-down conditions.

# Supplementary material for: Ras-ERK-ETS inhibition alleviates neuronal mitochondrial dysfunction by reprogramming mitochondrial retrograde signaling
**Source:** PLoS Genet. 2018 Jul 30;14(7):e1007567. doi: 10.1371/journal.pgen.1007567
**Supplement:** S1 Table

| **Transgene** | **Type** | **Gene (CG#)** | **Bloomington stock number** | **TRIP ID** | **Phenotype with *MS1096-GAL4*** | **Interaction with MitoMod** |
| --- | --- | --- | --- | --- | --- | --- |
| *DJ-1α* | Over-expression | *CG6646* | 33603 |  | No | **Enhanced** |
| *DJ-1α* | RNAi | *CG6646* | 38330 | HMS01797 | No | No effect |
| *DJ-1α* | RNAi | *CG6646* | 51177 | HMJ21180 | No | **Enhanced** |
| *DJ-1α* | RNAi | *CG6646* | 39055 | HMS01975 | Yes | Excluded |
|  |  |  |  |  |  |  |
| *DJ-1β* | Over-expression | *CG1349* | 33604 |  | No | **Enhanced** |
| *DJ-1β* | RNAi | *CG1349* | 31261 | JF01202 | No | No effect |
| *DJ-1β* | RNAi | *CG1349* | 38999 | HMS01915 | No | **Enhanced** |
| *DJ-1β* | RNAi | *CG1349* | 38378 | HMS01847 | Yes | Excluded |
|  |  |  |  |  |  |  |
| *Lrrk* | Over-expression | *CG5483* | 35249 |  | No | No effect |
| *Lrrk* | RNAi | *CG5483* | 39019 | HMS01937 | No | **Enhanced** |
| *Lrrk* | RNAi | *CG5483* | 32457 | HMS00456 | No | **Enhanced** |
|  |  |  |  |  |  |  |
| *parkin* | Over-expression | *CG10523* | 51651 |  | No | **Enhanced** |
| *parkin* | RNAi | *CG10523* | 38333 | HMS01800 | No | No effect |
| *parkin* | RNAi | *CG10523* | 31259 | JF01200 | No | No effect |
| *parkin* | RNAi | *CG10523* | 37509 | HMS01651 | Yes | Excluded |
|  |  |  |  |  |  |  |
| *Pink 1* | Over-expression | *CG4523* | 51648 |  | No | **Enhanced** |
| *Pink 1* | RNAi | *CG4523* | 31262 | JF01203 | No | No effect |
| *Pink 1* | RNAi | *CG4523* | 31170 | JF01672 | No | **Enhanced** |
| *Pink 1* | RNAi | *CG4523* | 38262 | HMS01707 | Yes | Excluded |
| *Pink 1* | RNAi | *CG4523* | 41671 | HMS02204 | Yes | Excluded |

*Table S1. Enhancement of MitoMod wing phenotype by knock-down of familial Parkinson’s disease genes*.

How the deposited data were processed for this re-analysis (not part of the article)

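The data are 18 Affymetrix Drosophila Genome 2.0 arrays with RNA from the CNS of larvae, 3 for each of the 6 genotypes as labelled: control, TFAM overexpression (TFAM o/e), Pnt RNAi, Aop RNAi, TFAM o/e, Pnt RNAi and TFAM o/e, Aop RNAi. The authors made the log2 values before they were deposited, with the MAS5.0 algorithm, and the deposited log2 signals were used without further scaling. Array medians lay between 5.03 and 5.56, 46.4% to 49.7% of the probe sets of an array were under log2 5, and 3.44% to 7.42% were at 0. The number of arrays, 3 per genotype, limits the precision.

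Of 18952 probe sets, 183 control probe sets were left out and 18769 were tested without a filter. Of these, 13647 carry 1 gene symbol on the platform table, 402 several and 4720 none. Symbols were updated through Entrez identifiers for 13544 probe sets, and 86 unnamed ones took their name from the tables of the paper, among them Ldh, Ilp1, Ilp3 and pnt, so 4634 stayed unnamed.

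One linear model with the 6 genotypes was fitted with limma 3.58.1 in R 4.3.3 (moderated test with an intensity trend, Benjamini-Hochberg adjustment per comparison, threshold 0.05). The 7 comparisons of the paper were made, with those of TFAM o/e within each knock-down background and the interactions of TFAM o/e with each knock-down. Averages of a transgene over its backgrounds were added later. Beside adjusted p, the paper's thresholds of an unadjusted p under 0.05 and a fold change of 1.5 were used. The test of the paper's methods was run as an unpaired test with equal variances and fold changes from Tukey bi-weight averages.

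In each comparison the named genes are the 10 largest rises and 10 largest falls among adjusted p under 0.05 with no overlap between the arrays of the groups, exactly 1 gene symbol and no array at log2 0. Added to these are the genes named in the paper and a fixed set of marker genes, with up to 4 members of each gene list. Some of these were known from the tables of the paper. Other genes named in the text to illustrate a set were chosen after their values were seen. The probe set with the highest mean stands for a gene with several, unless another is stated. Ras85D, rl, w and Hsp22 have no probe set with a single symbol. These rules, the comparisons, the gene lists and the alternatives were fixed before the data were examined.

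Gene lists were written by hand, and 33 with at least 3 probe sets were tested with camera of limma, with a correlation of 0.01 and with an estimated one. They cover mitochondrial functions and stress responses, Ras-ERK-ETS signaling, neuronal functions, tissues that may accompany the CNS, and visible markers.

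Overlaps between comparisons that share arrays were set beside 100 simulations in which no genotype changed, or in which TFAM o/e acted and the knock-downs did not, and beside covariances computed with different arrays on each side. The alternatives were quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend, only the arrays compared, the replicate number as a block, the test of the paper's methods, and leaving out each array in turn. Whether the replicate numbers pair the arrays was checked with residual correlations over 8582 probe sets. All 3 numbers had a correlation above 0.1 only for TFAM o/e, Pnt RNAi against the control (0.171, 0.268 and 0.233) and against TFAM o/e (0.335, 0.177 and 0.429), where the pairing comes from the data, not from the labels. The simulations and the splits of arrays do not model variation shared by arrays with the same number.

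The pipeline was tested on simulated data with 200 changed probe sets, all with a mean log2 of at least 6. The simulated noise was independent between arrays and between probe sets. Recovery among dimmer probe sets, and the effect of variation shared by arrays or probe sets, were therefore not measured. For TFAM o/e against the control it recovered 20.9% of those changed 1.5-fold, 65.7% of those changed 2-fold and 95.5% of those changed 4-fold. Over the simulated comparisons, 4 to 11 of the 18569 unchanged probe sets were called, and in the comparisons of the paper 628 to 707 of them passed the paper's thresholds. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The screen, imaging and behaviour experiments of the paper and the enrichment of GO terms were not analysed here.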

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

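The averages over backgrounds and the chromosome arms were chosen only after the results were seen.

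The change with TFAM o/e differed between the normal and the Pnt RNAi background for 5 probe sets by the interaction test: Zip102B (11.77), RFeSP (3.71), Sox102F (2.20), SCAP (2.08) and Idgf3 (1.68). For RFeSP and Idgf3 these are the dimmer of 2 probe sets each, and the brighter had 0.56 and 0.50, which did not pass. With Aop RNAi it did so for 10, among them Zip102B (12.90), Cyp6a17 (-5.70), CG34051 (-5.49), RFeSP (3.98, the dimmer probe set; the brighter had 0.51), Reepl1 (3.53), Arpc1 (-1.85), CG7607 (-1.50) and TTLL4B (1.30). Zip102B had 8.83 and 9.75, Cyp6a17 -3.81, CG34051 -5.08 and Reepl1 3.09 with signals under 32 set to 32, where Sox102F and SCAP did not pass. Draws of other groupings gave at most 1 probe set for Pnt RNAi, and for Aop RNAi 3 of 100 draws, the real one included, gave as many as the real 10, the highest of the others being 352, a sign of structure among the arrays.

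Comparisons that the paper does not report gave 26 probe sets for TFAM o/e, Pnt RNAi against Pnt RNAi and 39 for TFAM o/e, Aop RNAi against Aop RNAi. The markers y (5.36) and v (3.20) were higher in the arrays labelled Pnt RNAi, averaged over both TFAM levels. CG31157, which the paper's text does not discuss, rose by 4.89 with TFAM o/e, from a control level of 0.53; with signals under 32 set to 32 it had 0.63 and did not pass.

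The first pattern weighed is the reversal of TFAM o/e changes by the knock-downs. In simulations with TFAM o/e effects as measured and no knock-down effect, 58 of 100 overlaps for Pnt RNAi and 64 for Aop RNAi were as large as the real ones, with only the called effects 41 and 37, and with no change in any genotype 55 and 44, so the shared TFAM o/e arrays may account for overlaps of this size. The effects as measured also gave a mean overlap of 1090 between TFAM o/e and TFAM o/e, Pnt RNAi against the control, beside the real 283. With different arrays on each side the covariance was 0.0209 for Pnt RNAi (SD 0.0563) and 0.0135 for Aop RNAi (SD 0.0575), above the shared-array values of -0.187 and -0.194 by more than 1 SD. This criterion was set after the results were seen. Noise of the shared arrays lowers the shared-array value by construction, so the gap cannot decide whether a knock-down effect contributes. The pairs of different arrays took either sign (-0.0439 to 0.0895 and -0.0404 to 0.0942), so a reversal over all probe sets was not seen with them. Variation shared by arrays with the same number was not removed. A reversal of single genes, as of Hsc70-2, stays open. Zip102B was low with TFAM o/e alone (3.85), but also with Pnt RNAi alone (3.38) and with Aop RNAi alone (3.17). It was at 9.94 in the control, 9.06 with TFAM o/e, Pnt RNAi and 9.98 with TFAM o/e, Aop RNAi. A reversal of the TFAM o/e change alone does not account for its low level with each knock-down alone.

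The second is the set of 62 probe sets past the paper's thresholds the same way in all 5 transgenic genotypes, against 24 to 39 that stood apart in any other single genotype. A difference of the control strain or of its arrays may account for them, and 7 of 100 simulations with no change gave the control as many. Testis genes, at a median level of 2.97, were lower in all 5 with camera of limma at the preset correlation, in none with an estimated one (adjusted p = 0.138 to 0.778), and no member passed alone over all probe sets. The correlation between these genes after removing group means was 0.243, above the 95th percentile of random lists matched on level (0.0617), which argues against values near the floor as the whole explanation. Whether testis tissue was present in the samples was not tested.

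The third is the place of the genes changed with TFAM o/e averaged over the 3 backgrounds: 39 of 81 lie on 2R, Arc1 and Arc2 among them, and none of 1000 random sets was as far. In the single comparisons 2R held 9 of 21 (55 of 1000 random sets as far) in the Pnt RNAi background and 13 of 29 (10 of 1000) in the Aop RNAi background, but in the normal background only 6 of 22, with 4.51 by chance, and the arm furthest from chance there was 3L, with 8 of 22 (193 of 1000). Genetic background linked to the TFAM transgene is a candidate explanation for the 39, which the normal background alone does not show. A response to TFAM o/e itself stays open, untested.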

How the results depend on the processing

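The averages over backgrounds were chosen only after the results were seen. With 3 arrays per genotype the calls depend on the pooled variance, on the dim probe sets and on single control arrays, and the cause was not tested. With 1 array left out, the covariances with different arrays on each side and the change of aop took either sign, and with median centring the probe sets past the paper's thresholds for TFAM o/e went from 37.8% to 53.3% higher. Not every pair of arrays with the same number correlates above 0.1 across the series, though they are closer on average: residuals of arrays with the same number had a mean correlation of 0.22 over 45 pairs (range -0.18 to 0.6), those with different numbers -0.109 over 90, and in 16 of 18 arrays the closest was of the own number.

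With the test of the paper's methods: Probe sets with adjusted p under 0.05: 0 for TFAM o/e v control, 1 for Pnt RNAi v control, 1 for Aop RNAi v control, 1 for TFAM o/e, Pnt RNAi v control, 0 for TFAM o/e, Aop RNAi v control, 2 for TFAM o/e, Pnt RNAi v TFAM o/e, 0 for TFAM o/e, Aop RNAi v TFAM o/e, 0 for TFAM o/e, Pnt RNAi v Pnt RNAi, 0 for TFAM o/e, Aop RNAi v Aop RNAi, 2 for interaction of TFAM o/e and Pnt RNAi, 3 for interaction of TFAM o/e and Aop RNAi, 35 for Pnt RNAi averaged over both TFAM levels, 12 for Aop RNAi averaged over both TFAM levels. Probe sets past the paper's thresholds: 503 for TFAM o/e v control, 492 for Aop RNAi v control, 653 for TFAM o/e, Pnt RNAi v control. Overlaps at those thresholds: 120 for Pnt RNAi and Aop RNAi v control, 131 for TFAM o/e and TFAM o/e, Pnt RNAi v control, 137 for TFAM o/e and TFAM o/e, Aop RNAi v control, 84 for TFAM o/e v control and TFAM o/e, Pnt RNAi v TFAM o/e, 75 for TFAM o/e v control and TFAM o/e, Aop RNAi v TFAM o/e. Correlations over the overlaps: 0.819 for Pnt RNAi and Aop RNAi v control, 0.411 for TFAM o/e and TFAM o/e, Pnt RNAi v control. Log2 fold changes of single genes: 5.31 (adjusted p = 0.806) for Hsc70-2, TFAM o/e v control, -4.70 (adjusted p = 0.0706) for Hsc70-2, TFAM o/e, Pnt RNAi v TFAM o/e, -4.95 (adjusted p = 0.935) for Hsc70-2, TFAM o/e, Aop RNAi v TFAM o/e, 1.58 (adjusted p = 0.287) for TFAM, TFAM o/e v control, 0.80 (adjusted p = 0.61) for pnt, Pnt RNAi v control.

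With only the arrays compared: Probe sets with adjusted p under 0.05: 2 for TFAM o/e v control, 10 for Pnt RNAi v control, 6 for Aop RNAi v control, 11 for TFAM o/e, Pnt RNAi v control, 8 for TFAM o/e, Aop RNAi v control, 17 for TFAM o/e, Pnt RNAi v TFAM o/e, 1 for TFAM o/e, Aop RNAi v TFAM o/e, 7 for TFAM o/e, Pnt RNAi v Pnt RNAi, 12 for TFAM o/e, Aop RNAi v Aop RNAi, 3 for interaction of TFAM o/e and Aop RNAi, 22 for Aop RNAi averaged over both TFAM levels. Log2 fold changes of single genes: 4.45 (limma adjusted p = 0.368) for Hsc70-2, TFAM o/e v control, -6.04 (limma adjusted p = 0.346) for Hsc70-2, TFAM o/e, Aop RNAi v TFAM o/e, 1.05 (limma adjusted p = 0.354) for pnt, Pnt RNAi v control.

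With the replicate number as a block: Probe sets with adjusted p under 0.05: 101 for TFAM o/e, Pnt RNAi v control. Except with arrays left out in turn, counts are listed for a setting only where they moved by more than 1.5-fold. With the block the counts of the other comparisons of 2 genotypes also rose, as from 55 to 75 for Pnt RNAi v control.

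With a mean log2 of at least 6: Probe sets with adjusted p under 0.05: 11 for TFAM o/e, Aop RNAi v TFAM o/e. Probe sets past the paper's thresholds: 189 for TFAM o/e v control, 267 for Pnt RNAi v control, 171 for Aop RNAi v control, 241 for TFAM o/e, Pnt RNAi v control, 231 for TFAM o/e, Aop RNAi v control, 118 for TFAM o/e, Pnt RNAi v TFAM o/e, 98 for TFAM o/e, Aop RNAi v TFAM o/e. Overlaps at those thresholds: 62 for Pnt RNAi and Aop RNAi v control, 87 for TFAM o/e and TFAM o/e, Pnt RNAi v control, 94 for TFAM o/e and TFAM o/e, Aop RNAi v control, 33 for TFAM o/e v control and TFAM o/e, Pnt RNAi v TFAM o/e, 26 for TFAM o/e v control and TFAM o/e, Aop RNAi v TFAM o/e. Correlations over the overlaps: 0.861 for Pnt RNAi and Aop RNAi v control, 0.46 for TFAM o/e and TFAM o/e, Pnt RNAi v control, -0.769 for TFAM o/e v control and TFAM o/e, Pnt RNAi v TFAM o/e, -0.995 for TFAM o/e v control and TFAM o/e, Aop RNAi v TFAM o/e.

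With median centring: Probe sets with adjusted p under 0.05: 17 for TFAM o/e, Pnt RNAi v Pnt RNAi, 2 for interaction of TFAM o/e and Pnt RNAi, 6 for interaction of TFAM o/e and Aop RNAi, 63 for TFAM o/e averaged over the 3 backgrounds.

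With no intensity trend: Probe sets with adjusted p under 0.05: 16 for TFAM o/e, Pnt RNAi v Pnt RNAi, 3 for interaction of TFAM o/e and Pnt RNAi, 5 for interaction of TFAM o/e and Aop RNAi. Log2 fold changes of single genes: 4.45 (limma adjusted p = 0.112) for Hsc70-2, TFAM o/e v control, -4.57 (limma adjusted p = 0.119) for Hsc70-2, TFAM o/e, Pnt RNAi v TFAM o/e, 1.05 (limma adjusted p = 0.0822) for pnt, Pnt RNAi v control.

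With signals under 32 set to 32: Probe sets with adjusted p under 0.05: 9 for interaction of TFAM o/e and Pnt RNAi. Probe sets past the paper's thresholds: 221 for TFAM o/e v control, 310 for Pnt RNAi v control, 227 for Aop RNAi v control, 296 for TFAM o/e, Pnt RNAi v control, 280 for TFAM o/e, Aop RNAi v control, 156 for TFAM o/e, Pnt RNAi v TFAM o/e, 125 for TFAM o/e, Aop RNAi v TFAM o/e. Overlaps at those thresholds: 80 for Pnt RNAi and Aop RNAi v control, 107 for TFAM o/e and TFAM o/e, Pnt RNAi v control, 119 for TFAM o/e and TFAM o/e, Aop RNAi v control, 38 for TFAM o/e v control and TFAM o/e, Pnt RNAi v TFAM o/e, 32 for TFAM o/e v control and TFAM o/e, Aop RNAi v TFAM o/e. Correlations over the overlaps: 0.628 for Pnt RNAi and Aop RNAi v control, 0.375 for TFAM o/e and TFAM o/e, Pnt RNAi v control, -0.517 for TFAM o/e v control and TFAM o/e, Pnt RNAi v TFAM o/e, -0.969 for TFAM o/e v control and TFAM o/e, Aop RNAi v TFAM o/e. Gene lists: 61 lists passed.

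With the log2 scale: Correlations over the overlaps: 0.945 for Pnt RNAi and Aop RNAi v control, 0.954 for TFAM o/e and TFAM o/e, Pnt RNAi v control, -0.893 for TFAM o/e v control and TFAM o/e, Pnt RNAi v TFAM o/e, -0.945 for TFAM o/e v control and TFAM o/e, Aop RNAi v TFAM o/e.

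With an estimated correlation in camera: Gene lists: 1 lists passed.

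With each array left out in turn: Probe sets with adjusted p under 0.05: 16 to 24 for TFAM o/e v control, 20 to 39 for Pnt RNAi v control, 19 to 29 for Aop RNAi v control, 37 to 52 for TFAM o/e, Pnt RNAi v control, 25 to 39 for TFAM o/e, Aop RNAi v control, 12 to 18 for TFAM o/e, Pnt RNAi v TFAM o/e, 9 to 15 for TFAM o/e, Aop RNAi v TFAM o/e, 12 to 21 for TFAM o/e, Pnt RNAi v Pnt RNAi, 24 to 37 for TFAM o/e, Aop RNAi v Aop RNAi, 3 to 5 for interaction of TFAM o/e and Pnt RNAi, 5 to 7 for interaction of TFAM o/e and Aop RNAi, 76 to 111 for TFAM o/e averaged over the 3 backgrounds, 36 to 55 for Pnt RNAi averaged over both TFAM levels, 26 to 41 for Aop RNAi averaged over both TFAM levels. Probe sets past the paper's thresholds: 603 to 1172 for TFAM o/e v control, 675 to 1490 for Pnt RNAi v control, 624 to 1367 for Aop RNAi v control, 887 to 1337 for TFAM o/e, Pnt RNAi v control, 802 to 1170 for TFAM o/e, Aop RNAi v control, 622 to 841 for TFAM o/e, Pnt RNAi v TFAM o/e, 527 to 586 for TFAM o/e, Aop RNAi v TFAM o/e. Overlaps at those thresholds: 199 to 699 for Pnt RNAi and Aop RNAi v control, 233 to 552 for TFAM o/e and TFAM o/e, Pnt RNAi v control, 222 to 560 for TFAM o/e and TFAM o/e, Aop RNAi v control, 114 to 207 for TFAM o/e v control and TFAM o/e, Pnt RNAi v TFAM o/e, 104 to 183 for TFAM o/e v control and TFAM o/e, Aop RNAi v TFAM o/e. Correlations over the overlaps: 0.701 to 0.825 for Pnt RNAi and Aop RNAi v control, 0.44 to 0.859 for TFAM o/e and TFAM o/e, Pnt RNAi v control, 0.755 to 0.941 for TFAM o/e and TFAM o/e, Aop RNAi v control, -0.856 to -0.767 for TFAM o/e v control and TFAM o/e, Pnt RNAi v TFAM o/e, -0.954 to -0.785 for TFAM o/e v control and TFAM o/e, Aop RNAi v TFAM o/e. Covariances with different TFAM o/e arrays on each side: -0.0349 to 0.0521 for Pnt RNAi, -0.0386 to 0.0484 for Aop RNAi. Log2 fold changes of single genes: 3.83 to 5.38 for Hsc70-2, TFAM o/e v control, -4.72 to -4.45 for Hsc70-2, TFAM o/e, Pnt RNAi v TFAM o/e, -6.68 to -4.84 for Hsc70-2, TFAM o/e, Aop RNAi v TFAM o/e, 1.45 to 1.58 for TFAM, TFAM o/e v control, 0.81 to 1.18 for pnt, Pnt RNAi v control, -0.08 to 0.10 for aop, Aop RNAi v control. Gene lists: 29 to 61 passed. The highest counts past the paper's thresholds against the control, the highest overlaps of genotypes each compared with the control, and the most gene lists came without control replicate 2.

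Of the 173 changes of named genes, none reversed. The call was lost for 61 with no intensity trend, 45 with signals under 32 set to 32, 41 with median centring, 129 with only the arrays compared, 19 with quantile normalization, 2 with the replicate number as a block and 170 with the test of the paper's methods, and 416 of 1098 values with 1 array left out lost it; with a mean log2 of at least 6 all 127 that stayed in the test kept it.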

Differences from the paper's values

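The alternatives named here were set before the data were examined, and the probe sets common to both sides of the paper's tables were counted only after the values were seen. A count or fold change is taken as within the margin when it lies within 1.5-fold of the paper's value, and a correlation when it differs by no more than the SD of its values with 1 array left out, which differs between correlations.

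TFAM o/e versus control, probe sets past the paper's thresholds: the paper's 494, here 769; within the margin with the test of the paper's methods (503) and only the arrays compared (580), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend and the replicate number as a block.

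Pnt RNAi versus control, probe sets past the paper's thresholds: the paper's 606, here 925; within the margin with the test of the paper's methods (633) and only the arrays compared (794), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend and the replicate number as a block.

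Aop RNAi versus control, probe sets past the paper's thresholds: the paper's 519, here 831; within the margin with the test of the paper's methods (492) and only the arrays compared (651), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend and the replicate number as a block.

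TFAM o/e, Pnt RNAi versus control, probe sets past the paper's thresholds: the paper's 671, here 1066; within the margin with the test of the paper's methods (653) and only the arrays compared (766), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend and the replicate number as a block.

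TFAM o/e, Aop RNAi versus control, probe sets past the paper's thresholds: the paper's 560, here 843; within the margin with the test of the paper's methods (565) and only the arrays compared (690), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend and the replicate number as a block.

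TFAM o/e, Pnt RNAi versus TFAM o/e, probe sets past the paper's thresholds: the paper's 424, here 703; within the margin with the test of the paper's methods (555), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend, the replicate number as a block and only the arrays compared.

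TFAM o/e, Aop RNAi versus TFAM o/e, probe sets past the paper's thresholds: the paper's 314, here 520; within the margin with none of the alternatives, not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend, the replicate number as a block, the test of the paper's methods and only the arrays compared.

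Pnt RNAi and Aop RNAi, each versus control, overlap at the paper's thresholds: the paper's 189, here 296; within the margin with only the arrays compared (269), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend, the replicate number as a block and the test of the paper's methods.

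TFAM o/e versus control and TFAM o/e, Pnt RNAi versus TFAM o/e, overlap at the paper's thresholds: the paper's 82, here 141; within the margin with quantile normalization (122), the test of the paper's methods (84) and only the arrays compared (118), not with median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend and the replicate number as a block.

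TFAM o/e versus control and TFAM o/e, Aop RNAi versus TFAM o/e, overlap at the paper's thresholds: the paper's 78, here 128; within the margin with the test of the paper's methods (75) and only the arrays compared (114), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend and the replicate number as a block.

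Pnt RNAi and Aop RNAi, each versus control, correlation of fold changes over the overlap: the paper's about 0.73 in Fig. 7B, read by eye, here 0.771; within the margin with quantile normalization (0.761), not with median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend, the replicate number as a block, the test of the paper's methods, only the arrays compared and the log2 scale.

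TFAM o/e and TFAM o/e, Pnt RNAi, each versus control, correlation of fold changes over the overlap: the paper's about 0.65 in Fig. 7D, read by eye, here 0.785; within the margin with only the arrays compared (0.754), not with quantile normalization, median centring, a mean log2 of at least 6, signals under 32 set to 32, no intensity trend, the replicate number as a block, the test of the paper's methods and the log2 scale.

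TFAM o/e versus control and TFAM o/e, Aop RNAi versus TFAM o/e, correlation of fold changes over the overlap: the paper's about -0.96 in Fig. 7G, read by eye, here -0.881; within the margin with a mean log2 of at least 6 (-0.995), signals under 32 set to 32 (-0.969), the test of the paper's methods (-0.902) and the log2 scale (-0.945), not with quantile normalization, median centring, no intensity trend, the replicate number as a block and only the arrays compared.

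TFAM o/e versus control, and both knock-downs with TFAM o/e versus TFAM o/e, overlap of 3 comparisons: the paper's 40, here 61; within the margin with the test of the paper's methods (28).

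TFAM o/e versus control, fold change of Hsc70-2: the paper's 39.95, here 21.9; within the margin with the test of the paper's methods (39.7), not with quantile normalization, median centring, signals under 32 set to 32, no intensity trend, the replicate number as a block and only the arrays compared.

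TFAM o/e, Aop RNAi versus TFAM o/e, fold change of Hsc70-2: the paper's -30.91, here -66; within the margin with the test of the paper's methods (-30.9), not with quantile normalization, median centring, signals under 32 set to 32, no intensity trend, the replicate number as a block and only the arrays compared.

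In the paper's overlap tables some lines pair different probe sets on each side, so the probe sets common to both sides number 183 in S8, 79 in S11 and 75 in S12. Of the 79, 4 passed an adjusted p under 0.05 from limma in both comparisons, and of the 75, 6 did.

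The paper names Hsc70-2 as the gene with the strongest rise under TFAM overexpression. By the test of the paper's methods it was first among the probe sets past the thresholds. By log2 fold change from limma it had 4.45 and CG31157 had 4.89, from a control level of 0.53. With signals under 32 set to 32, Hsc70-2 had 3.23, the largest rise of all probe sets, and CG31157 had 0.63. In that setting the fold changes of Hsc70-2 were 9.36 with TFAM o/e against the control and -11.6 with each knock-down against TFAM o/e; 1 of the TFAM o/e, Aop RNAi arrays was at a log2 of 0.09. The paper shows the knock-downs by staining of the eye disc, with almost complete loss of PntP2 (S6A,B Fig) and of Aop (S5H,I Fig), which was not analysed here. In the CNS arrays the pnt probe set was higher by 1.05 in the arrays labelled Pnt RNAi and the aop probe set differed by 0.03 in those labelled Aop RNAi. The paper's own table also lists pnt as higher, at the paper's 1.74-fold.

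The paper presents functional classes as enriched among the reversed genes. In its S14 Table no term has a Benjamini value under 0.05, while 8 of the 51 terms for Pnt and 21 of the 45 for Aop have an unadjusted p under 0.05 there. The Benjamini values for Pnt are the paper's 1, 0.994 and 0.991 for the 3 transcription terms and the paper's 1 for transmembrane helix, and for Aop the paper's 0.955 for transmembrane helix. The lines of the paper's S7 Table for the 5 comparisons with the control all had the same direction here, and 86.8%, 86.8%, 89.8%, 88.2% and 85.4% of them passed the thresholds with limma. With the test of the paper's methods 52.4%, 53.1%, 44.1%, 53.9% and 53% of them did, so counts close to the paper's with that test do not come from the same probe sets throughout.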

Other observations

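The averages over backgrounds and the overlaps between comparisons that share no array were chosen only after the results were seen.

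TFAM o/e was measured in 3 backgrounds on separate arrays, and its average gave 59 higher and 43 lower probe sets at an adjusted p under 0.05 from limma, 102 in all, and 63 with median centring. In draws of other groupings 1 of 100, the real one, gave as many, against 24 as the highest other. Averages over the backgrounds were 2.00 for Ldh (limma adjusted p = 2.75e-08), 1.51 for GstD2, 1.00 for Arc2 and 1.05 for Arc1, and -1.07 for Ilp3 and -2.08 for Ilp1. The averages for Pnt RNAi gave 57 probe sets (1 of 100 draws, highest other 4) and for Aop RNAi 37 (1 of 100, highest other 7).

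Past the paper's thresholds, comparisons of TFAM o/e that share no array had 67 probe sets in the same and 27 in opposite directions (control and Pnt RNAi backgrounds), 70 and 20 (control and Aop RNAi) and 82 and 15 (both knock-downs), where independent lists would share 13.9, 13.5 and 11.8 in the same and 15.7, 12.5 and 12.7 in opposite directions, so both counts lay above these. Over all probe sets the covariances were 0.00464, 0.00511 and 0.0396, and 96, 90 and 61 of 100 simulations with no change in any genotype gave one as large in size.

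For each comparison of 3 arrays with 3 the splits are too few for a share under 0.05. The real counts at an adjusted p under 0.05, with the highest other split, were 34 and 5 for TFAM o/e, 55 and 0 for Pnt RNAi, 33 and 0 for Aop RNAi, 61 and 0 for TFAM o/e, Pnt RNAi and 43 and 1 for TFAM o/e, Aop RNAi against the control. They were 30 and 0 for Pnt RNAi and 18 and 0 for Aop RNAi against TFAM o/e, and 26 and 0 and 39 and 0 for TFAM o/e within Pnt RNAi and Aop RNAi, each with 1 of 10 splits as large. Past the paper's thresholds they were 769 and 1456 (5 of 10 splits as large), 925 and 1181 (3), 831 and 1738 (4), 1066 and 1496 (3), 843 and 1276 (6), 703 and 825 (2) and 520 and 994 (6), in the same order without the last comparisons.

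Other lists passed with camera at the preset correlation and none of them with an estimated one. With Aop RNAi against the control these were ecdysone response (median 0.21, adjusted p = 0.00642), axon guidance (0.18, 0.0137) and neuron genes (0.18, 0.0195), and with Pnt RNAi fat body genes (0.48, 0.00693). With TFAM o/e in the Aop RNAi background glutathione S-transferases (0.12, 0.000206) and activity-regulated genes (-0.08, 0.0458, direction from the mean) were higher and neuron genes lower (-0.31, 0.04). In the Pnt RNAi background activity-regulated genes (0.11, 0.0175) were higher and cell cycle genes lower (-0.22, 0.0123). In these backgrounds presynaptic genes were lower (-0.15 and -0.19) and mitochondrial ribosomal proteins higher (0.09 and 0.08), cytosolic ribosomal proteins were higher with Pnt RNAi (0.43), and mitochondrial DNA maintenance (0.07) and testis genes (0.73) with Aop RNAi. With the same knock-down against the control these lists, and neuron genes with Aop RNAi, lay the other way. The knock-down arrays enter both comparisons with opposite signs, so these differences may come from the shared arrays. Against the control, ring gland genes were higher in TFAM o/e, Pnt RNAi (1.01), and testis genes lower in TFAM o/e, Pnt RNAi (-1.76) and TFAM o/e, Aop RNAi (-1.21). Visible markers passed with an estimated correlation in Pnt RNAi against the control (limma adjusted p = 0.0291), and with the preset one in TFAM o/e, Pnt RNAi. Glycolysis, neuropeptides, immune genes, cytochrome P450, glia, neural progenitors, muscle, gut and epidermis lists passed in none of the 9 comparisons.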
